# Differences in Whole Blood Gene Expression Associated with Infection Time-Course and Extent of Fetal Mortality in a Reproductive Model of Type 2 Porcine Reproductive and Respiratory Syndrome Virus (PRRSV) Infection

**DOI:** 10.1371/journal.pone.0153615

**Published:** 2016-04-19

**Authors:** Jamie M. Wilkinson, Andrea Ladinig, Hua Bao, Arun Kommadath, Paul Stothard, Joan K. Lunney, John C. S. Harding, Graham S. Plastow

## Abstract

Porcine Reproductive and Respiratory Syndrome Virus (PRRSV) infection of pregnant females causes fetal death and increased piglet mortality, but there is substantial variation in the extent of reproductive pathology between individual dams. This study used RNA-sequencing to characterize the whole blood transcriptional response to type 2 PRRSV in pregnant gilts during the first week of infection (at 0, 2, and 6 days post-inoculation), and attempted to identify gene expression signatures associated with a low or high level of fetal mortality rates (LFM and HFM; n = 8/group) at necropsy, 21 days post-inoculation. The initial response to infection measured at 2 days post-inoculation saw an upregulation of genes involved in innate immunity, such as interferon-stimulated antiviral genes and inflammatory markers, and apoptosis. A concomitant decrease in expression of protein synthesis and T lymphocyte markers was observed. By day 6 the pattern had reversed, with a drop in innate immune signaling and an increase in the expression of genes involved in cell division and T cell signaling. Differentially expressed genes (DEGs) associated with extremes of litter mortality rate were identified at all three time-points. Among the 15 DEGs upregulated in LFM gilts on all three days were several genes involved in platelet function, including integrins *ITGA2B* and *ITGB3*, and the chemokine *PF4 (CXCL4)*. LFM gilts exhibited a higher baseline expression of interferon-stimulated and pro-inflammatory genes prior to infection, and of T cell markers two days post-infection, indicative of a more rapid progression of the immune response to PRRSV. This study has increased our knowledge of the early response to PRRSV in the blood of pregnant gilts, and could ultimately lead to the development of a biomarker panel that can be used to predict PRRSV-associated reproductive pathology.

## Introduction

Porcine Reproductive and Respiratory Syndrome (PRRS), caused by the Porcine Reproductive and Respiratory Syndrome Virus (PRRSV), poses a serious animal health and economic challenge to pig producers worldwide. In juvenile swine, PRRS is characterized by respiratory disease, slow growth, and high mortality. In gilts and sows, PRRSV infection in late gestation is characterized by abortions and an increase in the proportion of dead and weak-born piglets in the litter at farrowing [1]. PRRS vaccines are available, but do not provide complete protection against heterologous viral strains [2], and so complementary disease prevention strategies are sought.

The severity of reproductive disease varies considerably. Differences in viral strains and management practices are important contributory factors, but it is evident from previous studies of PRRS outbreaks on individual farms that sow genetics also contributes to this variation [3, 4]. This opens up the possibility of selecting replacement gilts for pig herds that are either resistant or tolerant to PRRS, which would be of great benefit to the pig industry. We recently undertook the largest experimental inoculation study to date to investigate the reproductive form of PRRS in late gestation pregnant gilts and their fetuses. In this study, no gilts exhibited complete resistance to PRRSV infection. All 111 inoculated gilts became viremic post-inoculation, but there was significant variation in litter pathology, with the percentage (%) of fetuses within a litter that contained a detectable amount of virus ranging from 0% to 100%, and fetal mortality rate ranging from 0% to 94% [5]. Several gilt- and fetal-level phenotypic factors were found to be associated with severity of reproductive PRRS in this experimental model [6]. At the gilt-level, these phenotypic factors included cytokine responses in serum and supernatants of *ex vivo* PRRSV-stimulated peripheral blood mononuclear cells (PBMC), and absolute levels of different leukocyte subsets.

Transcriptional responses during the early innate immune response to infection can have a large effect on subsequent disease outcomes. In a growing pig model of PRRS for example, differences in blood transcriptional response of individual animals during the first week of infection were found to correlate with weight gain over a 42-day period, a phenotypic measure of tolerance to infection [7]. Others have identified expression signatures by which the transcript levels of a relatively small number of genes at an early point post-infection can be used to reliably predict subsequent clinical outcomes following influenza and dengue virus infection in humans [8, 9]. The specific aims of this study were two-fold: firstly, to characterize the transcriptomic response to infection in gilt blood during the first six days of infection, and secondly, to search for gene expression signatures in gilt blood that are associated with severity of litter pathology.

## Materials and Methods

### Ethics statement

Inoculation of pregnant gilts or sows with PRRSV during late gestation is the only effective method of studying the effects of infection in the maternal and fetal compartments of the reproductive tract. A humane intervention point (HIP) checklist was developed for this project to ameliorate animal suffering. Gilts were monitored twice daily according to the HIP checklist, but clinical signs in gilts were mild or absent, meaning that medical treatments such as analgesics and anesthetics were not required. PRRSV inoculation of pregnant gilts results in the death of some fetuses, and this was the case for this study. It is impossible to predict if and when an individual fetus will die following gilt inoculation, and monitoring fetuses for signs of stress is not feasible in a litter bearing species like the pig. Indeed, the extent of fetal mortality was an important variable used for selecting the animals used in this study. Given that fetal death was an outcome of this study, the experimental protocol was carefully considered by the University of Saskatchewan’s Animal Research Ethics Board before they approved it. The protocol adhered to the Canadian Council of Animal Care guidelines for humane animal use (protocol #20110102).

### PRRSV challenge and sampling procedures

A detailed description of the animal experiment is available in Ladinig *et al* [5]. Briefly, 114 pregnant (gestation day 85±1) Landrace gilts, confirmed seronegative for PRRSV, were inoculated with 1x10^5^ TCID_50_ type 2 PRRSV isolate NVSL 97–7895 on experimental day 0 (D0). Blood samples for transcriptomic analyses were collected into Tempus blood RNA tubes (Thermo Fisher Scientific, Waltham, MA, USA) on D0, D2, and D6 post-inoculation. Heparinized blood samples for flow cytometry [10] and serum samples for PRRSV quantification and cytokine analysis [11] were also collected. Gilts were humanely euthanized and necropsied at D21 (gestation day 106±1). The preservation status of each fetus in the gilt uterus was recorded, and the fetal mortality rate was calculated for each litter. PRRSV RNA concentrations in gilt blood and fetal thymus were determined by quantitative reverse transcription polymerase chain reaction as described previously [5].

### RNA isolation and sequencing

Transcriptomic analyses of whole blood were performed on a subset of 16 animals selected from the 114 PRRSV-challenged gilts. This subset consisted of two groups of gilts whose litters exhibited divergent levels of fetal pathology and PRRSV RNA concentrations. The low fetal mortality (LFM) group (n = 8) had a mean fetal mortality rate of 5% (range 0–13%) and a mean fetal thymus PRRSV titer of 0.74 log_10_ RNA copies/mg (range 0–1.87). The high fetal mortality (HFM) group (n = 8) had a mean fetal mortality rate of 76% (range 67–94%) and a mean fetal thymus PRRSV titer of 4.43 log_10_ RNA copies/mg respectively (range 3.66–5.62) (S1 Fig). Only gilts with a minimum litter size of 8 were selected, and there was no significant difference in the mean litter size of the HFM and LFM groups (13.9 and 15.0 respectively). Total RNA was isolated from each of the gilt blood samples collected on D0, D2, and D6, using the Preserved Blood RNA Purification kit (Norgen Biotek, Thorold, ON, Canada). The highly abundant *HBA1*, *HBA2*, and *HBB* globin transcripts were selectively depleted from each RNA sample according to a previously published method [12] in order to increase the sensitivity of RNA-sequencing for detection of rare transcripts and differential expression. RNA was quantified by spectrophotometry using a Nanodrop ND 2000 (Thermo Fisher Scientific). RNA quality for library construction was assessed by digital electrophoresis using a 2200 Tapestation (Agilent Technologies, Santa Clara, USA). The mean sample RNA Integrity Number (RIN) was 7.9 (range 7.1–9.3). Mean RIN values were not significantly different between LFM and HFM groups or time-points (D0, D2, and D6).

Individual libraries (n = 48) for sequencing were constructed using 1 μg total RNA, and the TruSeq RNA sample preparation kit v2 (Illumina, San Diego, USA), according to the manufacturer’s instructions. Paired-end sequencing (100 base pairs) was performed on a HiSeq 2000 machine with 8 libraries per flow cell lane (Illumina), producing a mean read depth of approximately 25 million paired-end reads per sample. 

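The files the authors deposited hold, for each of the 48 libraries, the count of reads on each of 25322 Ensembl genes, without normalization. Between 5703760 and 19929183 reads per library were counted on genes, with a median of 13125227. In LFM gilts the median was 12560951 at D0, 12769004 at D2 and 13286103 at D6. In HFM gilts it was 13278603 at D0, 13603848 at D2 and 13853454 at D6. The log2 totals did not differ between groups on any day (exact permutation test, two-sided, p = 0.304 at D0, 0.79 at D2 and 0.364 at D6, n = 8 gilts a group). The lowest total was that of HFM gilt 7 at D6, where 74.0% of the reads that were on a gene, outside genes or ambiguous lay outside genes (reads not aligned uniquely are left out of this share). In the other 7 HFM libraries at D6 this share lay between 21.3% and 25.8%. The 20 genes with the highest total count took between 9.78% and 17.2% of the counts on genes.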

Reads were removed that were either flagged as low quality by CASAVA 1.8 (Illumina), had a mean PHRED quality score below 15, or for which ≥5 of the last 10 bases had a quality score below 2. Reads were aligned to the pig reference genome sequence assembly (Sscrofa10.2) using TopHat 1.4.0 with default parameters [13]. The gene annotation information used for Sscrofa10.2 was from Ensembl 71 [14]. The number of reads uniquely mapped to each gene was determined using Ht-seq count (v0.5.3.p3) [15].

### Transcriptomic and functional annotation analyses

Differentially expressed genes (DEG) were identified using the Bioconductor package ‘edgeR’ [16]. Genes with very low expression levels (CPM<1 in at least 8 samples) were filtered out of the dataset. 

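The filter was read as removing a gene with fewer than 1 CPM in 8 or more of the 48 libraries, which kept 10922 genes. Keeping instead each gene with at least 1 CPM in 8 or more libraries left 12554 genes, and 20320 genes had at least 1 count in the 48 libraries together.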

Expression data were then normalized using the trimmed mean of M values method to adjust for any differences in RNA composition and library size [17]. A negative binomial model was fitted to the data and gene-wise dispersions were estimated using the quantile-adjusted conditional maximum likelihood method [18]. Differential gene expression was assessed using an exact test between time-points (D2 v D0 and D6 v D2) and between groups at each time-point (LFM v HFM). For the between time-point contrasts, genes were classified as differentially expressed if they had an absolute fold change >1.5 and a Benjamini-Hochberg (B-H) adjusted *P* value <0.05 [19]. For the between group contrasts, less stringent cut-offs for differential expression were applied (1.2 fold change and unadjusted *P*<0.05). An additional Gene Set Enrichment Analysis method was conducted on the LFM v HFM expression data to generate more statistically robust results at the level of the gene set as opposed to individual genes (see below). RNA-sequence and expression data are available in the NCBI Geo database under the identifier GSE75304.

Clustering of samples was performed by multidimensional scaling in two dimensions using the plotMDS function in the bioconductor package ‘limma’ [20]. Samples were clustered according to the Euclidian distance between samples pairs for the 500 genes with the largest standard deviation between samples.

Functional annotation of the LFM v HFM gene expression data was performed using Gene Set Enrichment Analysis (GSEA) [21]. Functional annotation of the DEG lists from the time-point experiments were carried out using the Ingenuity Pathway Analysis program (IPA, Qiagen Redwood City, www.qiagen.com/ingenuity). The human orthologs of the porcine genes in the analyses were obtained from the Ensembl database using the BioMart web interface [22]. GSEA was run on pre-ranked lists of all genes from the edgeR analyses. Ranking was by statistical significance and direction of expression with the trait of interest (i.e. positive log2 fold change values at the top of the list and negative values at the bottom). Gene sets that were significantly associated with day post-infection or fetal mortality groups were identified from the Hallmark collection of gene sets in the Molecular Signatures Database v5.1 [21]. Gene set enrichment scores were calculated using the ‘classic’ method, recommended for RNA-seq data analysis on the GSEA website (http://software.broadinstitute.org/gsea/index.jsp). The null distributions used to calculate the statistical significance of the enrichment scores were generated by permutation of gene sets for each contrast. Adjustment for multiple hypotheses testing was performed by determination of False Discovery Rate (FDR) [19]. Enrichment scores with a FDR <0.25 were considered to be significant.

For IPA, gene IDs and log_2_ fold changes for DEGs were imported and mapped to their corresponding objects in the Ingenuity Knowledge Database (IKB) (IPA, Qiagen Redwood City, www.qiagen.com/ingenuity). Separate lists of up and down regulated genes were analyzed using Canonical Pathway analysis. Analyses used a right-tailed Fisher’s Exact Test to identify pathways that were enriched in the gene set compared to the reference set (all genes in the human genome). A B-H adjusted *P*<0.01 cutoff and a minimum of 5 DEGs mapped to the pathway were requirements for statistical significance.

## Results and Discussion

### Temporal changes in whole blood gene expression in PRRSV-infected gilts

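RNA from whole blood of 16 pregnant gilts was sequenced at D0, before inoculation with PRRSV, and at D2 and D6, giving 16 libraries per time-point. The authors deposited read counts per gene, which were used without change. After the filter on low counts, edgeR's trimmed mean of M values (TMM) factors and gene-wise dispersions were computed from all 48 libraries, and the time-points were compared with edgeR's exact test without pairing the libraries of a gilt. A gene was called differentially expressed at an absolute fold change above 1.5 and a Benjamini-Hochberg adjusted p under 0.05, as in the paper. Standard errors given with log2 fold changes are those of the 16 differences between libraries of the same gilt, in log2 CPM. On these terms 2270 of the 10922 genes were differentially expressed between D2 and D0, of which 1492 increased and 778 decreased. Without the fold change threshold the number was 5771. Leaving out the filter on low counts moved the number most among the other alternatives, to 3469. The file labels name the gilt of each library, and deviations from the group mean correlated more between libraries of the same gilt on different days (mean r = 0.425, 48 pairs) than between different gilts of a group (mean r = -0.061, 336 pairs). With the gilt, taken from these labels, as a block in edgeR's quasi-likelihood test, 2297 genes were differentially expressed. The smallest p belonged to XAF1, whose log2 fold change was 3.45 (standard error 0.156, adjusted p = 2.42e-68). It was followed by IFI27L2 at 4.78 (standard error 0.294, adjusted p = 5.20e-67) and DDX60 at 3.75 (standard error 0.151, adjusted p = 1.41e-63). All 3 genes increased in 16 of 16 gilts.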

A total of 1954 genes were identified as differentially expressed between D2 and D0 post-inoculation from all gilts (n = 16). Between D6 and D2, 1592 genes were differentially expressed. 

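Between D6 and D2, 1843 of the 10922 genes were differentially expressed in the deposited counts, 593 increasing and 1250 decreasing. With the gilt as a block the number was 1801. Gilt 4 of the LFM group lay apart from the other gilts at D2 and D6, and without its libraries the numbers were 2446 between D2 and D0 and 2226 between D6 and D2. The smallest p belonged to SH2D1A, with a log2 fold change of 1.66 (standard error 0.231, adjusted p = 1.41e-24 from edgeR's exact test), followed by GZMK at 2.53 (standard error 0.339, adjusted p = 9.13e-22) and by ENSSSCG00000001579, which the paper's lists give no name, at -1.50 (standard error 0.214, adjusted p = 1.77e-20). Each of the 3 changed in that direction in 15 of 16 gilts.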

A total of 1098 genes were differentially expressed in both contrasts, with almost all genes (1091) increasing in expression on D2 and decreasing on D6 (909) or vice-versa (182) (S1 Appendix). 

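In the deposited counts 1266 genes passed the thresholds in both contrasts, and 1258 of them changed in opposite directions. Of these, 1032 increased at D2 and decreased at D6, and 226 decreased at D2 and increased at D6. With the gilt as a block 1260 genes passed in both contrasts.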

With regard to functional annotation, 84 pathways were enriched in DEGs from the D2 v D0 contrast (80 from the upregulated genes at D2; 4 from the downregulated genes at D2) and 105 pathways were enriched in DEGs from the D6 v D2 contrast (17 in the upregulated genes at D6; 88 in the downregulated genes at D6) (S2 Appendix).

Interferon signaling was the most significant pathway upregulated at D2 compared to D0. It was also one of the most significant pathways to be downregulated at D6 compared to D2. 

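Each of the 16 genes that the paper's pathway table lists under Interferon Signaling was scaled to mean 0 and SD 1 over the 48 libraries, and their mean was taken as a score. The score was -0.937 ± 0.273 (SD, n = 16 gilts) at D0, 1.09 ± 0.643 at D2 and -0.149 ± 0.334 at D6. It increased from D0 to D2 in 16 of 16 gilts and decreased from D2 to D6 in 15 of 16. The genes of the list were chosen by the authors on these contrasts, so no test of the score between days was made.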

Many of the DEGs that are activated by, or regulate interferon signaling, are common to type I and II signaling pathways but some genes that are specific to type I or type II signaling were also identified, an indication that both pathways are likely involved in the initial response to PRRSV inoculation. 

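All 10 interferon genes named by the paper were differentially expressed in both contrasts of the deposited counts, increasing at D2 and decreasing at D6. OAS1, ENSSSCG00000009882, on chromosome 14 of Sscrofa10.2 from 41260566 to 41268627, changed most. Its log2 CPM was 7.33 ± 1.94 (SD, n = 16 gilts) at D0 and 11.3 ± 1.85 at D2, a log2 fold change of 3.94 (standard error 0.291, adjusted p = 1.40e-14 from edgeR's exact test), and it increased in 16 of 16 gilts. Between D2 and D6 its log2 fold change was -2.16 (standard error 0.287, adjusted p = 1.35e-05), with a decrease in 15 of 16 gilts. IRF9, ENSSSCG00000002002, on chromosome 7 from 80404983 to 80410952, changed least, with a log2 fold change of 1.03 at D2 (standard error 0.0999, adjusted p = 3.15e-13) and -0.74 at D6 (standard error 0.147, adjusted p = 4.04e-07).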

DEGs that are involved or regulated by type I (principally interferon alpha or beta) and/or type II (interferon gamma) interferon signaling, and map to the IPA pathways, include the transcription factors *IRF1*, *IRF9*, *STAT1* and *STAT2*, other signal transduction enzymes (*JAK2*, *SOCS1*), and a variety of molecules that interfere with virus replication within the cell (*IFIT1*, *IFITM1*, *MX1*, and *OAS1*) (Fig 1).

**Fig 1:**
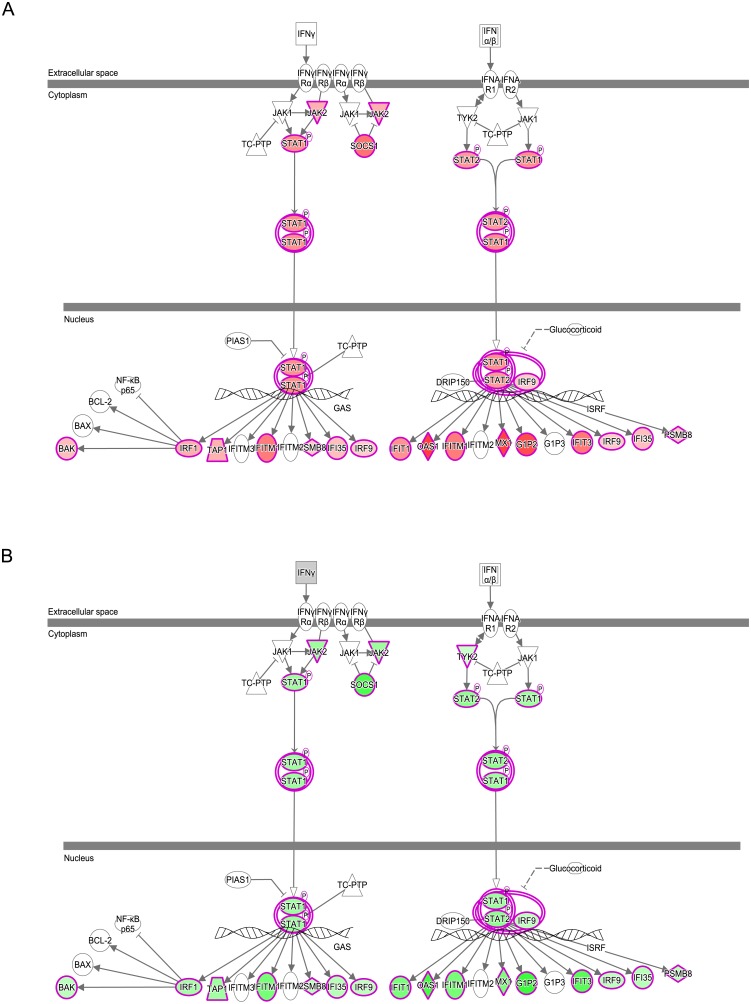
Interferon Signaling in Gilt Blood following PRRSV Infection. Type I and II interferon signaling pathways from Ingenuity Pathway Analysis. Genes whose expression is upregulated (red) at D2 compared to D0 (A) were also found to be downregulated (green) at D6 compared to D2 (B). Color intensity indicates magnitude of differential expression.

Interferon signaling is a component of the innate immune system, and is crucial to the control of viral infections through its inhibition of viral replication [23]. The increase in interferon signaling at D2, and its reduction at D6, mirrored the changes in IFN-α and IFN-γ proteins observed in serum from the complete set of gilts from this challenge model [11]. An increase in the *in vivo* expression of interferon-regulated genes in tissues of PRRSV-infected pigs has also been observed in other transcriptomic analyses [7, 24]. The drop off in signaling between D2 and D6 could be due to negative feedback of signal transduction or immune evasion by the virus. PRRSV employs a variety of strategies to disrupt interferon-signaling pathways, which is key to its immunosuppressive capabilities and persistent course of infection [25].

The most significant pathway associated with genes downregulated at D2 v D0 was Eukaryotic translation Initiation Factor 2 (eIF2) signaling. 

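The score of the 45 genes that the paper's pathway table lists under EIF2 Signaling was 0.794 ± 0.623 (SD, n = 16 gilts) at D0, -0.912 ± 0.549 at D2 and 0.119 ± 0.59 at D6. It decreased from D0 to D2 in 16 of 16 gilts.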

EIF2 is required for the initiation of cellular protein synthesis, and 40 of the DEGs in this pathway encode for ribosomal subunit proteins (*RPL13A*, *RPL32*, *RPS5*, *RPS20*, etc). 

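Of the 45 genes listed under EIF2 Signaling, 40 encode ribosomal proteins. All 40 decreased between D0 and D2 in the deposited counts, with log2 fold changes between -0.99 and -0.58, and 38 of them passed both thresholds. Among the 4 ribosomal genes named, RPS20 (chromosome 4 of Sscrofa10.2, 82679936 to 82681181) changed most, with a log2 fold change of -0.69 (standard error 0.0912, adjusted p = 2.45e-07 from edgeR's exact test) and a decrease in 15 of 16 gilts.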

The coincident increase in interferon signaling at the same time-point may be directly linked to this phenomenon. 

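EIF2AK2, ENSSSCG00000008496, lies on chromosome 3 of Sscrofa10.2 from 109622369 to 109667785. Its log2 CPM was 3.11 ± 0.513 (SD, n = 16 gilts) at D0 and 5.63 ± 0.794 at D2, a log2 fold change of 2.65 (standard error 0.139, adjusted p = 8.79e-32 from edgeR's exact test), with an increase in 16 of 16 gilts.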

Inhibition of cellular protein synthesis is one of the hallmarks of interferon signaling [26], and the gene for the interferon-inducible kinase that negatively regulates eIF2, *EIF2AK2*/*PKR*, was upregulated in the blood of gilts at D2. Other protein synthesis pathways were also found to be significantly downregulated, including the ‘Regulation of eIF4 and p70S6K signaling’ and ‘mTOR signaling’.

Another biological process whose genes were upregulated at D2 before expression levels drop off by D6 is the inflammatory response. This is exemplified by the TREM1 signaling pathway, which is the second most significant pathway enriched in genes upregulated at D2, and the fourth most downregulated at D6. 

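The score of the 21 genes that the paper's pathway table lists under TREM1 Signaling was -0.611 ± 0.344 (SD, n = 16 gilts) at D0, 0.946 ± 0.718 at D2 and -0.335 ± 0.528 at D6. It increased from D0 to D2 in 16 of 16 gilts and decreased from D2 to D6 in 15 of 16.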

TREM1 is a cell surface receptor that is expressed on neutrophils, monocytes, and macrophages. Upon activation by cellular pattern recognition receptors (PRRs), it promotes inflammation through activation of the transcription factors NF-κB and STAT3 [27]. 

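Of the 15 TREM1 pathway genes named, 14 could be matched to the files and TLR9 was not analysed here. At D2 all 14 had increased and 13 passed both thresholds. The exception was MYD88, with a log2 fold change of 0.45 (standard error 0.156, adjusted p = 0.0052 from edgeR's exact test), which lies under the fold change threshold. TREM1 itself (chromosome 7 of Sscrofa10.2, 41803220 to 41825829) had a log2 fold change of 1.51 at D2 (standard error 0.246, adjusted p = 8.18e-08, higher in 15 of 16 gilts) and -1.54 at D6 (standard error 0.272, adjusted p = 7.24e-08, lower in 14 of 16). TLR4 changed most, with 2.78 at D2 (standard error 0.338, adjusted p = 6.81e-18) and -2.66 at D6 (standard error 0.433, adjusted p = 5.29e-16). All 14 genes passed the thresholds at D6, where MYD88 changed least, with -0.66 (standard error 0.141, adjusted p = 3.24e-05). With the gilt as a block 13 passed at D6, and MYD88, at -0.579, lay under the fold change threshold.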

DEGs that map to this pathway include *TREM1* itself and the transcription factor *STAT3*, cytokines *(IL1B*, *TNF*, *IL10*), extracellular (*TLR2*, *TLR4*) and intracellular (*TLR3*, *TLRs7-9*, *NOD1*) PRRs, and other intracellular signal transduction components (*MYD88*, *JAK2*, *LAT2*). Other pathways associated with innate immunity and inflammation were also identified. These include antigen presentation genes, from both class I (*PSMB8*, *PSMB9*, *SLA-1*, *SLA-3*, *TAP1*, *TAP2*, *TAPBP*) and class II pathways (*CII2A*, *SLA-DMA*, *SLA-DMB*, *SLA-DOA*, *SLA-DQB*, *SLA-DRA1*, and *SLA-DRB1*), and DEGs from the complement pathway (*C1R*, *C2*, *C4A*, *C3AR1*, *C5AR1*, *CD55*, *CFB*, *ITGAX*, and *SERPING1*).

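Of the 7 class I genes named, SLA-1 and SLA-3 were not analysed here, and the other 5 were all upregulated at D2. Their log2 fold changes lay between 1.07 for TAPBP (standard error 0.106, adjusted p = 1.14e-15 from edgeR's exact test) and 1.89 for TAP2 (standard error 0.165, adjusted p = 9.37e-31). The class II genes were not analysed here under the names given. The paper's gene lists give 6 MHC genes under HLA names, all with a log2 fold change above 0 at D2, and 3 of them passed both thresholds. HLA-C changed most, with a log2 fold change of 0.86 (standard error 0.105, adjusted p = 0.00409). HLA-DMA at 0.47 and HLA-DRA at 0.46 lay under the fold change threshold. HLA-DQB2 at 0.11 missed both thresholds (adjusted p = 0.46 from edgeR's exact test, higher in 10 of 16 gilts). MHC genes resemble one another, so the assignment of reads among them is uncertain. All 9 complement genes were upregulated, from CFB with 0.85 (standard error 0.166, adjusted p = 8.41e-07) to SERPING1 with 3.69 (standard error 0.224, adjusted p = 3.87e-36).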

The inflammatory response is a central component of innate immunity, and pro-inflammatory signaling is a prominent feature of the expression profile of PRRSV-infected gilts two days post-inoculation. Cells of the monocyte lineage, particularly monocytes and dendritic cells, have a central role in the recognition of pathogens and the instigation of innate immune responses. PRRSV has a tropism for CD163 positive monocyte cell lineages, and *in vitro* infection of this cell type in swine typically results in a suppression of pro-inflammatory signaling during the first 24 hours post-infection [28, 29]. *In vivo* however, the complex mixture of cell types and interactions between them lead to an inflammatory response being detected in multiple tissues from infected animals [24, 30, 31]. In fact, the strength of the inflammatory response to infection is an important distinguishing feature between highly pathogenic variants and more typical strains of PRRSV [30] and could contribute to differences in robustness to infection exhibited by nursery-stage animals [31].

Many pro-apoptotic genes were also found to be upregulated at D2, mainly those associated with the extrinsic death receptor-signaling pathway. These include several death receptors, ligands, and associated signaling molecules (*TNF*, *TNFSF10*/*TRAIL*, *TNFRSF1A*, *FAS*, *DAXX*, *RIPK1*) and death effector caspases and their regulators (*CASP3*, *CASP10*, *CFLAR*). 

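All 9 of these genes were upregulated at D2 and downregulated at D6 in the deposited counts. TNFSF10, ENSSSCG00000020906, on chromosome 13 of Sscrofa10.2 from 119874407 to 119883953, changed most, with a log2 fold change of 3.07 at D2 (standard error 0.17, adjusted p = 6.47e-48 from edgeR's exact test) and -1.68 at D6 (standard error 0.264, adjusted p = 6.19e-16). RIPK1 changed least, with 0.72 at D2 (standard error 0.113, adjusted p = 2.30e-09) and -0.69 at D6 (standard error 0.117, adjusted p = 2.00e-08). The score of the 21 genes listed under Death Receptor Signaling was -0.812 ± 0.251 (SD, n = 16 gilts) at D0, 1.06 ± 0.67 at D2 and -0.243 ± 0.403 at D6.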

The upregulation of pro-apoptotic signaling at D2 corresponds with an acute drop in absolute leukocyte numbers, including T cells, and of T cell signaling in the blood of PRRSV-inoculated gilts at this time-point [10] (Fig 2). The T Cell Receptor (TCR) signaling and associated pathways such as ‘CTLA4 signaling in Cytotoxic T lymphocytes’ (CTL) and ‘iCOS-iCOSL signaling in T helper cells’ were downregulated at D2. DEGs that mapped to these pathways included T cell surface markers (*CD28*, *CD3D*, *CD3E*, *CD3G*, *CD8A*, and *CD8B*) and other intracellular signal transduction molecules (*BMX*, *CSK*, *ITK*, *LCK*, *MAP3K1*, and *PIK3CG*). 

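All 12 of these genes were downregulated at D2, with log2 fold changes between -1.35 and -0.60. CD8B, ENSSSCG00000008213, on chromosome 3 of Sscrofa10.2 from 60577395 to 60679564, changed most, from a log2 CPM of 6.42 ± 0.378 (SD, n = 16 gilts) at D0 to 4.98 ± 0.623 at D2 (log2 fold change -1.35, standard error 0.134, adjusted p = 4.13e-12 from edgeR's exact test, lower in 15 of 16 gilts). CD3E changed least, with -0.60 (standard error 0.113, adjusted p = 9.54e-08). The score of the 12 genes that the paper's pathway table lists under T Cell Receptor Signaling was 0.594 ± 0.159 (SD, n = 16) at D0, -1.04 ± 0.586 at D2 and 0.447 ± 0.368 at D6.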

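GZMK, GZMM and PRF1 were all downregulated at D2. GZMM changed most, with a log2 fold change of -1.10 (standard error 0.122, adjusted p = 1.08e-12 from edgeR's exact test, lower in 16 of 16 gilts). PRF1 changed least, with -0.79 (standard error 0.123, adjusted p = 2.99e-07, lower in 15 of 16).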

Additional markers of cytolytic activity were also among the downregulated genes such as granzymes (*GZMK* and *GZMM*) and the pore forming protein PRF1.

**Fig 2:**
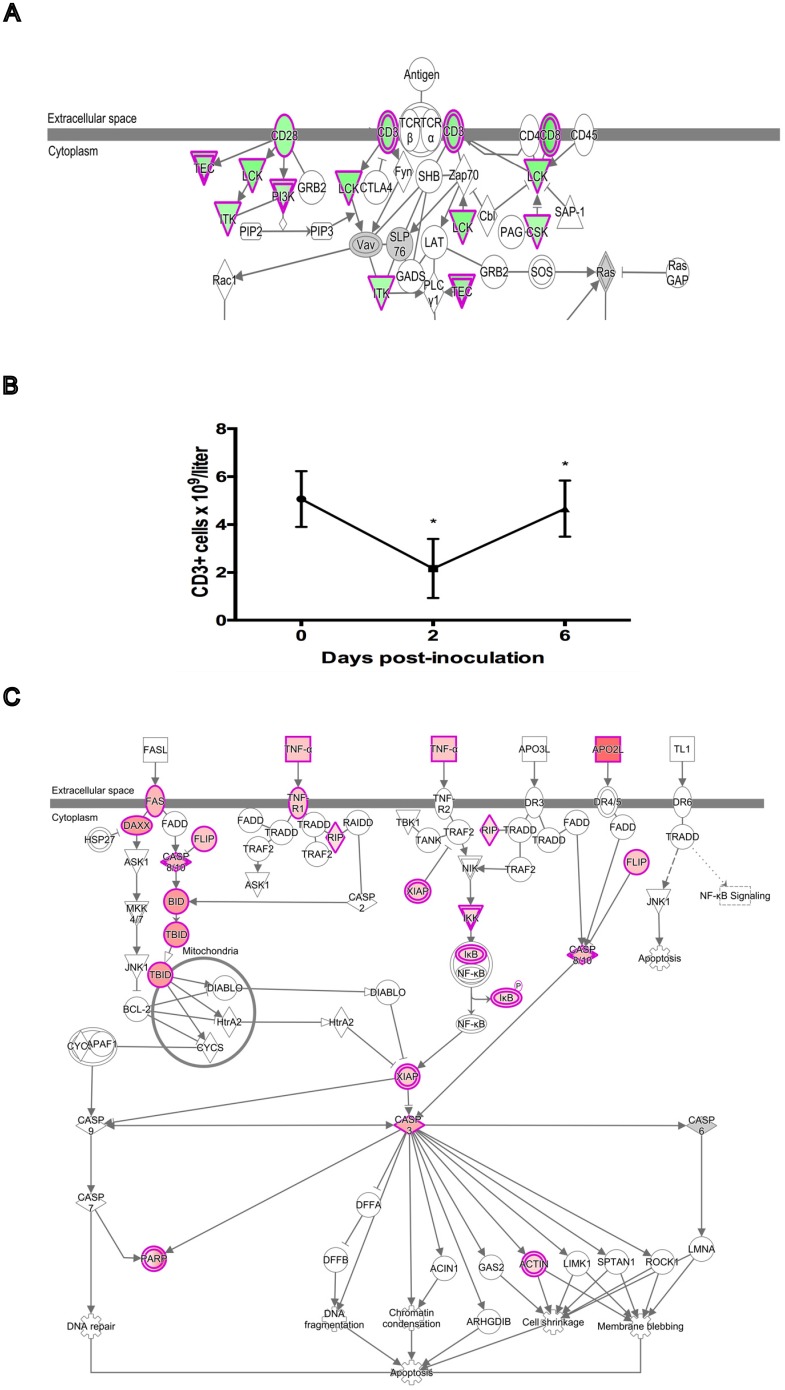
Relationship between Apoptosis and T Cell Gene Expression Two Days Post-inoculation with PRRSV. (A) T cell receptor signaling pathway from Ingenuity Pathway Analysis showing genes that are downregulated (green) on D2 compared to D0 in whole blood of PRRSV-inoculated gilts. Color intensity indicates magnitude of differential expression. (B) Plot of mean T cell (CD3+ve) number for the 16 experimental gilts during the first six days of infection showing the decline over the first two days of infection. Cell counts were obtained from a previously published dataset [10]. Asterisks indicate significant cell count differences between successive time-points (*P*<0.001). (C) Death receptor signaling pathway from Ingenuity Pathway Analysis showing genes that are upregulated (red) on D2 compared to D0. Color intensity indicates magnitude of differential expression. The data suggest that apoptosis is at least partly responsible for the decline in T cell numbers over the first two days of infection.

Apoptotic cells have been observed in a number of tissues from PRRSV-infected pigs, including lung, lymph node, thymus, and reproductive tissues [32–35]. Interestingly, the majority of apoptotic cells in these tissues were not themselves infected with the virus, which suggests that PRRSV can indirectly induce apoptosis in uninfected, bystander cells. Recently, it was reported that PRRSV induced activation of the extrinsic apoptosis pathway in lymphocytes and monocytes of infected lymphoid organs [36]. The gene expression data in this paper support this finding, although these results require further validation by fluorescence-activated cell sorting in combination with a molecular assay to detect apoptotic cells. It is likely that one or a combination of cytokines activates the extrinsic apoptosis pathway, but the exact mechanism has yet to be determined. 

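All 4 of these cytokine genes were upregulated at D2. TNFSF10 changed most, with a log2 fold change of 3.07 (adjusted p = 6.47e-48 from edgeR's exact test), and TNF least, with 1.16 (standard error 0.103, adjusted p = 5.37e-19). Both increased in 16 of 16 gilts. IL10 had a log2 fold change of 1.34 (standard error 0.149, adjusted p = 3.88e-09) and increased in 15 of 16 gilts.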

The genes of several cytokines that can trigger apoptosis in leukocytes were identified as upregulated at D2 in this study: these include IL1B, IL10, TNF, and TNFSF10/TRAIL. The latter two cytokines both signal through death receptors [37], and are therefore good candidates for mediating apoptosis via the extrinsic pathway in cells from infected gilts, but further research is needed to confirm this.

T cells constituted the largest leukocyte fraction among the PBMC of gilts in this experiment. They also exhibited the largest % reduction in cell count among all basic leukocyte types (T, B, NK, and monocytes) tested at D2 [10], which probably accounts for the observed decrease in T cell marker gene expression. The possible involvement of apoptosis in the reduction of total leukocyte counts has already been discussed. Apoptosis of lymphocytes in general has been observed in a variety of PRRSV-infected tissues [33–35]. More specifically, apoptosis of CD3 positive T cells and thymocytes has been observed in the lymph node, tonsil, and thymus of PRRSV-infected piglets [32, 38]. T cells are crucial to the development of an effective adaptive immune response against infection, so induction of apoptosis in these cells could contribute to the suppression of immune responses during PRRSV infection.

At D6, the pattern of gene expression for apoptotic and T cell signaling was reversed from D2: apoptosis signaling was downregulated, while T cell signaling was upregulated. This was accompanied by an increase in T cell numbers, and increase in the expression of genes that feature in pathways associated with mitosis (Fig 3). These included ‘Mitotic roles of polo-like kinase’, ‘Cell cycle G2/M DNA damage checkpoint regulation’, and ‘Cell cycle control of chromosomal replication’. 

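Between D2 and D6 the Death Receptor Signaling score decreased in 15 of 16 gilts, by a mean of -1.30 ± 0.797 (SD), and the T Cell Receptor Signaling score increased in 15 of 16, by a mean of 1.49 ± 0.816. All 9 apoptosis genes named for D2 were downregulated at D6. All 12 T cell receptor genes named for D2 increased, and 8 of them passed both thresholds. Among those under the fold change threshold were CSK with a log2 fold change of 0.33 (adjusted p = 0.00405 from edgeR's exact test), MAP3K1 with 0.43 (adjusted p = 8.28e-06) and PIK3CG with 0.43 (adjusted p = 1.05e-08).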

The top gene sets related to genes regulated by two transcription factors involved in cell cycle progression: E2F and MYC. The gene sets ‘DNA Repair’ and ‘Mitotic Spindle’ were also significant. Specific genes included cyclins (*CCNB1*, *CCNB2*, *CCNB3*), cell division regulatory kinases (*AURKA*, *CDC7*, *CDK1*, *CHEK1*, *PKMYT1*, *PLK1*, *PLK4*, *WEE1*) and phosphatases (*CDC25B*, *CDC25C*), DNA replication complex proteins (*CC45*, *CDC6*, *MCM2*, *MCM3*, *MCM4*, *ORC6*, *PCNA*, *RPA1*, *RPA3*) and chromosome separation proteins (*CENPE*, *CENPM*, *ESPL1*, *FBOX5*, *KIF11*, *KIF23*, *PTTG1*, *TOP2A*). This expression profile provided a clear indication of active cellular proliferation, as many of the mechanistic components of mitosis were upregulated. 

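Of the 30 cell division genes named, CDC7 was not analysed here, and the other 29 were all upregulated at D6. Their log2 fold changes lay between 0.62 for CDC25B (standard error 0.104, adjusted p = 3.14e-07 from edgeR's exact test) and 1.68 for CCNB2 (standard error 0.269, adjusted p = 8.21e-18). CCNB2, ENSSSCG00000004588, lies on chromosome 1 of Sscrofa10.2 from 124907274 to 124942332, and its log2 CPM was 2.61 ± 0.5 (SD, n = 16 gilts) at D2 and 4.22 ± 0.71 at D6, with an increase in 15 of 16 gilts. The mean score of the 29 genes was -0.525 ± 0.201 (SD, n = 16) at D0, -0.532 ± 0.491 at D2 and 1.06 ± 0.716 at D6.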

Many of the other most upregulated genes are known to be expressed in T cells such as cytolytic enzymes (*GZMA*, *GZMB*, *GZMK*), and cell surface proteins (*CD3D*, *CD3E*, *CD3G*, *CD8B*, *CTLA4*). 

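All 8 of these T cell genes were upregulated at D6. GZMA, ENSSSCG00000016903, on chromosome 16 of Sscrofa10.2 from 36385658 to 36393941, changed most, with a log2 fold change of 2.93 (standard error 0.47, adjusted p = 1.12e-18 from edgeR's exact test), and CD3E least, with 0.59 (standard error 0.092, adjusted p = 2.45e-07). Both increased in 15 of 16 gilts. CD3E lies close to the fold change threshold and passed it under 5 of 8 alternatives. From the increase of mitosis and T cell genes beside the rise in T cell numbers, the paper proposes that at least part of the rebound in leukocytes came from cell proliferation.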

We previously demonstrated that total leukocyte numbers rebounded in infected gilts at D6 post infection [10], and that the biggest % increase was in the T cell fraction. These expression results support this, and suggest that at least some of this rebound in the blood population is due to active cell proliferation, and not solely to an influx of leukocytes into the bloodstream from other sites. Other studies have also identified an increase in CD8B positive CTL in the peripheral blood of infected pigs at a similar time-point [39–41]. Whether this proliferation is caused by the activation of PRRSV-specific CTL or is a broader response of CTL to an immunostimulatory signal, such as polyclonal activation or cytokine signaling, is not clear. 

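The log2 CPM of IL10 was compared across the 16 gilts of each time-point with the score of the 8 T cell genes and of the 29 cell division genes, 6 relations in all. At D6 Pearson's r was -0.816 for T cell genes (permutation test, p = 0.00085, Benjamini-Hochberg adjusted p = 0.0036) and -0.778 for cell division genes (p = 0.0012, adjusted p = 0.0036). Spearman's rho was -0.553 (permutation p = 0.0285, adjusted 0.0854) and -0.565 (permutation p = 0.024, adjusted 0.0854). Without the 2 gilts farthest from the median of IL10, r was -0.414 (permutation p = 0.14) and -0.377 (permutation p = 0.184), a step that also narrows the range of IL10. Within LFM gilts r was -0.897 for T cell genes and -0.874 for cell division genes, and within HFM gilts -0.511 and -0.538. LFM gilt 4, whose D2 and D6 libraries may have been exchanged, lay below the other 15 gilts at D6 for genes of both lists. Its log2 CPM was 0.668 for CTLA4 (others 3.71 to 4.74) and 2.21 for CCNB2 (others 3.4 to 5.14). How far r at D6 rests on this gilt alone was not tested. At D2 r was -0.253 and -0.206 within LFM and -0.96 and -0.796 within HFM gilts, and at D0 it was -0.367 and 0.381 within LFM and -0.606 and -0.354 within HFM gilts. At D0 and D2 r lay between -0.356 and -0.126, and the adjusted permutation p-values between 0.354 and 0.642. Without 2 gilts chosen in the same way, r at D2 was -0.474 (permutation p = 0.0811) for T cell genes and -0.554 (permutation p = 0.0365) for cell division genes.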

A role for IL10 in this process has previously been postulated [40], but we found that CTL proliferation and IL10 expression were negatively correlated in gilt whole blood. Irrespective of the cause, an expansion in CTL numbers does precede the eventual detection of IFN-γ by PRRSV-specific CTL from 2 weeks post-infection [40]. And although the appearance of this adaptive immune response is delayed and weaker than that of many viral infections, it does coincide with a drop in viremia that could indicate the importance of cell-mediated immunity for virus clearance [40].

**Fig 3:**
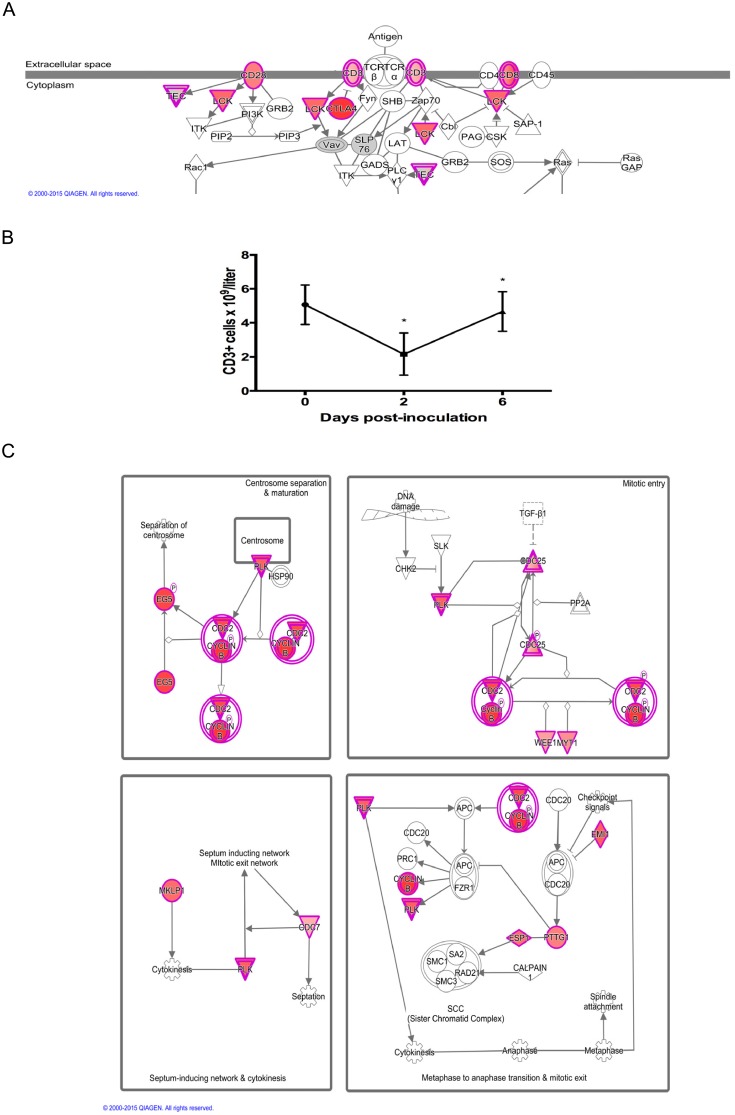
Relationship between T Cell and Mitosis Gene Expression Six Days Post-inoculation with PRRSV. (A) T cell receptor signaling pathway from Ingenuity Pathway Analysis showing genes that are upregulated (red) on D6 compared to D2 in whole blood of PRRSV-inoculated gilts. Color intensity indicates magnitude of differential expression. (B) Plot of mean T cell (CD3+ve) number for the 16 experimental gilts during the first six days of infection showing the rebound in T cell numbers between day 2 and day 6 post-infection. Cell counts were obtained from a previously published dataset [10]. Asterisks indicate significant cell count differences between successive time-points (*P*<0.001). (C) Mitosis signaling pathways from Ingenuity Pathway Analysis showing genes that are upregulated (red) on D6 compared to D2. Color intensity indicates magnitude of differential expression. The data suggest that mitosis is at least partly responsible for the rebound in T cell numbers between D2 and D6 post-inoculation.

### Blood gene expression indicators of severity of reproductive pathology in PRRSV-infected gilts

A comparison of whole blood expression profiles of LFM and HFM gilts was carried out for all 3 experimental time-points: D0, D2, and D6 post-infection. 

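The 8 LFM and 8 HFM gilts were compared at each time-point with edgeR's exact test on the same 10922 genes, with dispersions from all 48 libraries grouped by mortality group and day. As in the paper, a gene was called differentially expressed at a fold change above 1.2 and an unadjusted p under 0.05. With this number of genes, 546 would pass an unadjusted p of 0.05 by chance if the tests were exact and no gene differed. Standard errors given with log2 fold changes are those of the difference between the mean log2 CPM of 8 and 8 gilts. That difference can be smaller than edgeR's log2 fold change, so the ratio of fold change to standard error is no test. The replicate numbers in the labels run from 1 to 8 in both groups and name different gilts. Even so, LFM and HFM gilts with the same number deviated from their group means in more similar ways on the same day (mean r = 0.224, 24 pairs) than those with different numbers (mean r = -0.03, 168 pairs), so the replicate number was also tried as a block. On simulated counts with these library sizes, in which 200 genes were changed, the exact test recovered 62.5% of them at an adjusted p under 0.05 between 8 and 8 gilts.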

Tables of DEGs and gene sets whose expression is significantly positively or negatively correlated with the LFM phenotype are provided in supplementary files S3 and S4 Appendices respectively. 

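At D0, 114 genes passed the thresholds in the deposited counts, 93 higher and 21 lower in LFM gilts. At an unadjusted p under 0.05 there were 118, and 0 had a Benjamini-Hochberg adjusted p under 0.05. In the fit without LFM gilt 4 there were 187, with 146 higher and 41 lower, and 3 had an adjusted p under 0.05 in edgeR's exact test. Leaving out the filter on low counts moved the number most, to 290, and with the replicate number from the labels as a block it was 187. The smallest p belonged to ENSSSCG00000010703, which the paper's lists give no name, with a log2 fold change of 1.30 (standard error 0.302, p = 5.28e-05 and adjusted p = 0.411 from edgeR's exact test), and it was higher in 8 of 8 LFM gilts than the HFM mean. PLXNB3 followed with 1.11 (standard error 0.274, adjusted p = 0.411 from edgeR's exact test, 7 of 8 gilts) and CLU with 0.76 (standard error 0.212, adjusted p = 0.411, 7 of 8).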

For D0, 79 genes were upregulated in LFM gilts and 13 were downregulated. GSEA identified 12 gene sets whose expression were positively correlated with the LFM phenotype and 8 that were significantly negatively correlated. For D2, 568 DEGs were identified, 135 of which were upregulated in the LFM group, and 433 of which were downregulated. 

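At D2, 596 genes passed the thresholds in the deposited counts, 169 higher and 427 lower in LFM gilts, and 632 had an unadjusted p under 0.05. With the replicate number from the labels as a block there were 699, with 271 higher and 428 lower. There were 447 without LFM gilt 4, with 130 higher and 317 lower. The Benjamini-Hochberg adjusted p from edgeR's exact test was under 0.05 for 3 genes, all lower in LFM gilts. These were ENSSSCG00000004158 with a log2 fold change of -2.38 (adjusted p = 0.0265), THBD with -1.41 (adjusted p = 0.0411) and PRNP with -1.94 (adjusted p = 0.0411). For these 3 genes an exact permutation test of the log2 CPM of the gilts gave p = 0.109, 0.0943 and 0.224 (two-sided, n = 8 gilts a group). With the replicate number as a block their adjusted p-values from edgeR's quasi-likelihood test were 0.289, 0.296 and 0.363, and 1 gene was under 0.05. Without LFM gilt 4, HFM gilt 7 or HFM gilt 8, 0 genes had an adjusted p under 0.05 in the exact test. Without HFM gilt 4 there were 63.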

Ten gene sets were positively correlated with the LFM gene expression profile, while 22 had a negative correlation with LFM gene expression. For D6, 161 DEGs, 108 upregulated in LFM gilts and 53 downregulated, and 22 gene sets, 14 positively and 8 negatively correlated with the LFM phenotype, were identified.

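At D6, 187 genes passed the thresholds in the deposited counts, 124 higher and 63 lower in LFM gilts. At an unadjusted p under 0.05 there were 192, and 0 had an adjusted p under 0.05. The block on the replicate number from the labels gave 259, with 168 higher and 91 lower. Leaving out LFM gilt 4 gave 273, of which 66 were higher and 207 lower. The smallest p belonged to ENSSSCG00000010703, with a log2 fold change of 1.36 (standard error 0.252, adjusted p = 0.245 from edgeR's exact test, higher in 8 of 8 LFM gilts than the HFM mean). It was followed by ENSSSCG00000007007 with 3.05 (standard error 0.989, adjusted p = 0.245 from edgeR's exact test, 3 of 8 gilts), whose log2 fold change was 0.96 without LFM gilt 4, and by DOK5 with 0.90 (standard error 0.204, adjusted p = 0.245, 8 of 8). The mean log2 CPM of ENSSSCG00000007007 was 3.06 in LFM and 2.36 in HFM gilts.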

Fifteen genes were consistently upregulated in LFM pig blood at all time-points (Table 1). 

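In the deposited counts 19 genes were upregulated in LFM gilts at all 3 time-points and 3 were downregulated at all 3. All 15 genes of Table 1 were among the 19. Their log2 fold changes lay within 0.01 of the values the paper's table gives. The other 4 were ARHGEF12 and the unnamed ENSSSCG00000010703, ENSSSCG00000016868 and ENSSSCG00000029541. In the fit with the replicate block, 32 genes were upregulated at all time-points, the 15 of Table 1 included. When LFM gilt 4 was left out, 14 of the 15 passed the thresholds at D0, 13 at D2 and 14 at D6. ZNF674 then had a log2 fold change of 0.26 at D0 and 0.24 at D2, ZNF529 of 0.27 at D2 and IQCD of 0.29 at D6.

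**Figure D1:**
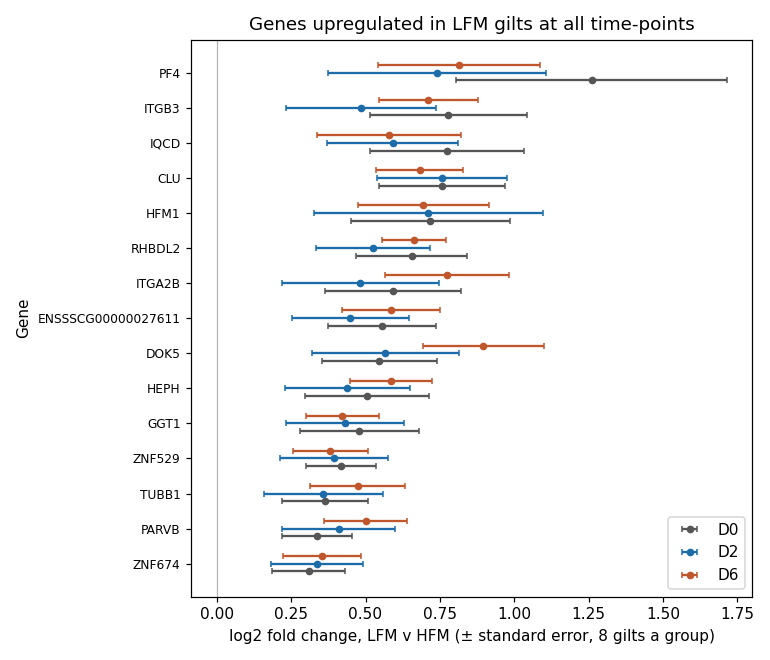
Log2 fold change between LFM and HFM gilts (horizontal axis) of the 15 genes of Table 1 (vertical axis) at D0, D2 and D6. Values are from edgeR's exact test, and bars are standard errors of the difference in mean log2 CPM, 8 gilts a group. All 45 values lie above 0, from 0.31 for ZNF674 at D0 to 1.26 for PF4 at D0.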

Interestingly, at least seven of these genes (*CLU*, *GGT1*, *ITGA2B*, *ITGB3*, *PARVB*, *PF4*, and *TUBB1*) are known to be associated with platelet function. 

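The 7 platelet genes passed the thresholds at every time-point. PF4, ENSSSCG00000000243, on chromosome 5 of Sscrofa10.2 from 18218054 to 18220382, had a log2 CPM of 6.3 ± 1.11 (SD, n = 8) in LFM and 5.4 ± 0.642 in HFM gilts at D0. Its log2 fold change was 1.26 at D0 (standard error 0.455, adjusted p = 0.65 from edgeR's exact test, 6 of 8 LFM gilts above the HFM mean), 0.74 at D2 (standard error 0.366, 7 of 8) and 0.81 at D6 (standard error 0.272, 8 of 8). At D0 its value in LFM gilt 2 was 8.69, while the other 7 LFM gilts lay between 4.95 and 6.70. ITGB3 had log2 fold changes of 0.78, 0.48 and 0.71 at D0, D2 and D6, and ITGA2B of 0.59, 0.48 and 0.77. The smallest were 0.34 for PARVB at D0, 0.36 for TUBB1 at D2 and 0.42 for GGT1 at D6. The mean score of the 7 genes was higher in LFM gilts by 0.973 at D0, 0.99 at D2 and 1.11 at D6 (exact permutation test, two-sided, p = 0.00606, 0.019 and 0.000311), on genes chosen for that difference.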

*PF4* (*CXCL4*) encodes a chemokine that is released from the alpha granules of activated platelets [42]. *ITGA2B* and *ITGB3* encode the heterodimeric glycoprotein components of the major plasma membrane integrin, which functions as a receptor for the clotting factors van Willebrand factor and fibrinogen in activated platelets, and initiates aggregation [43]. *PARVB* encodes affixin, part of a protein complex that associates with the major platelet integrin upon platelet activation and initiates reorganization of the cytoskeleton prior to platelet aggregation [44]. The transcript for *CLU* (clusterin), a complement lysis inhibitor, is one of the most abundant transcripts found in platelets [45]. The *GGT* gene encodes a platelet membrane-bound γ-glutamyltransferase enzyme that metabolizes extracellular glutathione [46]. Finally, *TUBB1* encodes a microtubule subunit that is expressed exclusively in platelets and megakaryocytes and is involved in platelet formation and release [47].

**Table 1:** Genes Upregulated in Gilts with Low Fetal Mortality at All Time-points.

Gene Symbol	Ensembl Gene ID	Log_2_ Fold Change D0	Log_2_ Fold Change D2	Log_2_ Fold Change D6
**CLU**	**ESSCG00000009668**	**0.75**	**0.75**	**0.68**
DOK5	ESSCG00000007488	0.54	0.56	0.89
**GGT1**	**ESSCG00000010056**	**0.47**	**0.43**	**0.42**
HEPH	ESSCG00000012363	0.49	0.43	0.58
HFM1	ESSCG00000006912	0.71	0.71	0.69
IQCD	ESSCG00000009877	0.77	0.58	0.58
**ITGA2B**	**ESSCG00000017357**	**0.58**	**0.47**	**0.77**
**ITGB3**	**ESSCG00000017306**	**0.77**	**0.48**	**0.71**
Novel Gene	ESSCG00000027611	0.55	0.44	0.58
**PARVB**	**ESSCG00000000024**	**0.33**	**0.40**	**0.50**
**PF4 (CXCL4)**	**ESSCG00000000243**	**1.25**	**0.74**	**0.81**
RHBDL2	ESSCG00000003651	0.65	0.52	0.66
**TUBB1**	**ESSCG00000007523**	**0.36**	**0.35**	**0.47**
ZNF529	ESSCG00000029875	0.41	0.39	0.38
ZNF674	ESSCG00000012264	0.30	0.33	0.35

Bold text indicates involvement in platelet function

Platelets are anucleated blood cells whose primary function is to effect hemostasis in response to vascular injury. Upon activation by collagen exposed from under the endothelial cell lining of blood vessels, platelets undergo a rapid conformational change that promotes platelet aggregation and the formation of a platelet plug at the wound site. They also release platelet chemotactic and clot-promoting factors into the plasma to accelerate hemostasis. Platelets have a secondary function as effector cells of inflammatory and innate immune responses. They are the earliest and most numerous cells to accumulate at sites of vascular infection, and share many of the innate immune functions of other myeloid leukocytes. They are capable of engulfing microbes [48], and many of the proteins released from activated platelets have either pro-inflammatory or antimicrobial functions. The previously mentioned PF4, for example, can directly kill the malaria parasite *Plasmodium falciparum* in infected erythrocytes [49]. Platelets can also facilitate CTL-mediated adaptive immune responses, as shown in mouse models of viral infections [50, 51]. A prior platelet deficiency, such as thrombocytopenia, can result in reduced survival rates or pathogen clearance in certain infections [51, 52]. One possibility is that the LFM gilts have a greater blood concentration of platelets than HFM gilts both prior to and during infection, which enhances the speed and strength of the initial innate, inflammatory response to PRRSV in the vasculature of the gilt uterine tissue. This could prevent or delay the establishment of a productive infection at this site. It could also prevent or limit further endothelial damage or downstream tissue damage resulting from hypoxic or inflammatory responses to endothelial damage.

Gene set enrichment analyses found that the expression of many of the significant gene sets oscillated between being positively or negatively correlated with the low fetal mortality across the three time-points. Interferon and pro-inflammatory signaling gene sets were among the most significant gene sets. Their expression was positively correlated with LFM phenotype at D0, negatively correlated at D2, and again positively correlated at D6 (Fig 4). These gene sets included ‘Interferon Alpha Response’, ‘Interferon Gamma Response’, ‘TNF-alpha signaling via NFKB’, and ‘Inflammatory Response’. 

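The Hallmark gene sets were not used here. The lists of genes from the paper's pathway tables were scored instead, and the difference in mean score between 8 LFM and 8 HFM gilts was tested by an exact permutation test (two-sided), with Benjamini-Hochberg adjustment over 6 lists and 3 time-points. The Interferon Signaling score was higher in LFM gilts by 0.114 at D0 (p = 0.421), lower by a difference of -0.271 at D2 (p = 0.421) and higher by 0.129 at D6 (p = 0.468), with an adjusted p of 0.693 at each time-point in the exact test. The TREM1 Signaling difference was 0.0782, -0.379 and 0.2 (exact p = 0.667, 0.306 and 0.48), and the Death Receptor Signaling difference 0.137, -0.23 and 0.255 (exact p = 0.287, 0.508 and 0.235). Of the 18 differences, 0 had an adjusted p under 0.05 and 1 an unadjusted p under 0.05. With LFM and HFM gilts paired by the replicate number of the labels, the exact sign-flip p for Interferon Signaling was 0.5, 0.219 and 0.484. The Interferon Signaling difference without LFM gilt 4 was -0.0856 at D2 and 0.0116 at D6. When genes instead of gilts were permuted, as the paper's method does, 17 of the 18 pairs of list and time-point had an adjusted p under 0.25, and when gilts were permuted 0 of 18 did. Without LFM gilt 4, 14 of 18 did when genes were permuted. With gilts paired by replicate number 2 of 18 did, EIF2 Signaling at D2 (exact sign-flip p = 0.0156, adjusted p = 0.141) and T Cell Receptor Signaling at D2 (exact p = 0.00781, adjusted p = 0.141). Genes were permuted for an enrichment score over genes ranked by p and direction, and gilts for the difference in mean score. The counts thus differ in the statistic as well as in what was permuted.

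**Figure D2:**
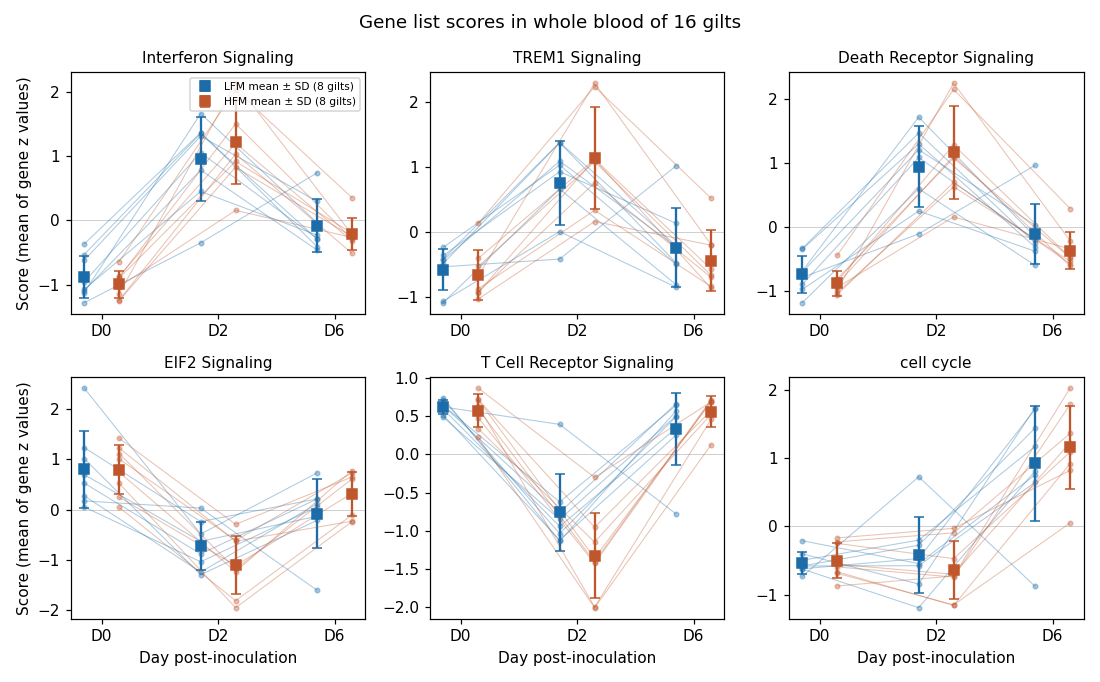
Scores (vertical axis, mean of gene z values) of 6 gene lists at D0, D2 and D6 (horizontal axis, day post-inoculation); thin lines are the 16 gilts, squares and bars the mean and SD of 8 LFM and 8 HFM gilts. The Interferon Signaling means at D2 are 0.951 in LFM and 1.22 in HFM gilts, with SDs of 0.647 and 0.652.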

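Of the genes named, 24 were analysed here, and 10 of these passed the thresholds at D0 and were higher in LFM gilts. At D2, 9 passed and were lower in LFM gilts, while ITGB3 and PF4 passed and were higher, with log2 fold changes of 0.48 and 0.74. At D6, 4 passed and were higher. With the replicate number from the labels as a block, 6 passed and were lower at D2 and 3 passed and were higher at D6. Without LFM gilt 4 these numbers were 7 and 2. CXCL10 differed most at D0, with a log2 fold change of 1.93 (standard error 0.723, adjusted p = 0.411 from edgeR's exact test), and 5 of 8 LFM gilts lay above the HFM mean. The standard error belongs to the smaller difference in mean log2 CPM, 5.36 in LFM against 4.51 in HFM gilts. S100A9 differed most at D2, with -1.27 (standard error 0.67, adjusted p = 0.323 from edgeR's exact test, 6 of 8 LFM gilts below the HFM mean). Its mean log2 CPM at D2 was 8.05 in LFM and 8.73 in HFM gilts. At D6 CXCL10 differed most, with 0.96 (standard error 0.426, p = 0.0532 from edgeR's exact test), and without LFM gilt 4 its log2 fold change was 0.44. The log2 fold changes of IFIT3, ISG15, ISG20 and MX1 at D2 were -0.21, -0.20, -0.43 and -0.43, with p = 0.479, 0.566, 0.266 and 0.171 from edgeR's exact test. In all, 17 of the 24 genes were lower in LFM gilts at D2. Besides ITGB3 and PF4, RSAD2 (0.003), CCL4 (0.39), IL10 (0.22), GP1BA (0.24) and SERPINB2 (0.26) were higher without passing the thresholds.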

Functional categories under these broader terms include interferon-inducible genes with antiviral function (*IFIT3*, *ISG15*, *ISG20*, *MX1*, *RSAD2*), cytokines and cytokine receptors (*CCL4*, *CXCL10*, *IL1A*, *IL10*, *S100A9*, *S100A12*, *TNFSF10*), PRRs (*NOD1*, *TLR2*, *TLR4*), NF-κB signaling genes (*CD14*, *MYD88*, *IL1A*, *NFKBIE*, *RELA*, *RELB*), and hemostasis (*GP1BA*, *ITGB3*, *PF4*, *SERPINB2*, *SERPINE1*). The discovery of elevated levels of these genes in LFM gilts prior to inoculation is particularly interesting, and this could contribute to the low fetal mortality phenotype. 

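At D0, 21 of the 24 genes were higher in LFM gilts and 10 passed the thresholds; NFKBIE (log2 fold change -0.08), RELA (-0.02) and RELB (-0.10) had values under 0, with p = 0.622, 0.903 and 0.452 from edgeR's exact test. The genes higher in all 8 LFM gilts than the HFM mean included IL10, with a log2 fold change of 0.55 (standard error 0.17, p = 0.0682 from edgeR's exact test), and TLR4, with 0.44 (standard error 0.151, p = 0.253 from edgeR's exact test). With the replicate number from the labels as a block 7 of the 24 passed, and without LFM gilt 4 there were 11.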

One interpretation of this result is that the LFM gilts were primed to respond more quickly and effectively to the initial stage of infection in the uterine vasculature and tissue. If this was the case, it offers the exciting prospect of identifying blood biomarkers that could be developed into a screening test to predict the extent of fetal pathology in gilts/sows prior to PRRSV infection. A similar discovery of innate immune gene expression prior to infection was recently made for a model of *Salmonella* infection in pigs [53]. In that study, the expression profiles of networks containing genes that had previously been implicated in resistance to *Salmonella* were positively correlated with a low shedding phenotype. Further research is warranted using larger numbers of biological replicates to confirm these findings, and to investigate the underlying reason for the elevated expression of these genes.

**Fig 4:**
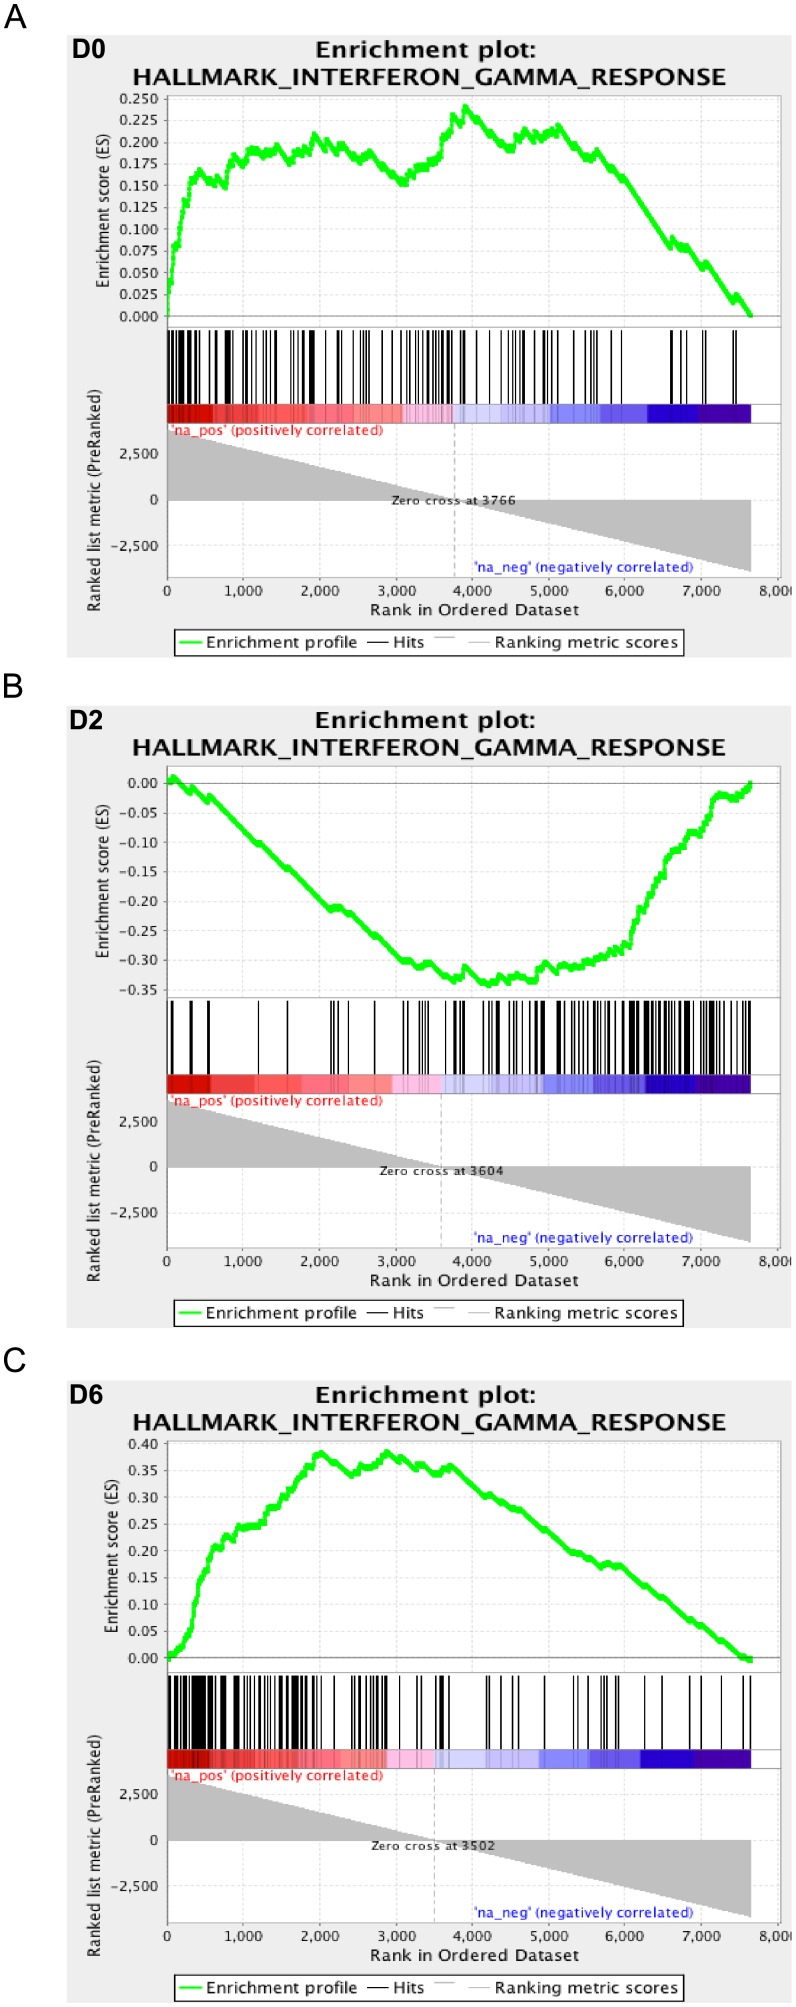
Temporal Expression Profile of Interferon-γ Signaling Gene Set in Gilts Exhibiting Low Fetal Mortality. Enrichment plots for the Interferon-γ signaling gene set produced by Gene Set Enrichment Analysis of transcriptional data from the blood of low and high fetal mortality (LFM and HFM) groups at three time-points during PRRSV-infection: D0 (A), D2 (B), and D6 (C). The enrichment score is calculated by walking down a list of genes ranked by their correlation with the LFM phenotype (green line), increasing a running-sum statistic when a gene in that gene set is encountered (each black vertical line underneath the enrichment plot) and decreasing it when a gene that isn’t in the gene set is encountered. The enrichment score is the maximum deviation from zero encountered in the walk. Magnitude and direction of correlation between expression of individual genes with LFM group is indicated on the color scale below the black lines with red indicating positive correlation and blue indicating negative correlation. Interferon-γ signaling gene expression was positively correlated with LFM (enriched in LFM) at D0 and D6 and negatively correlated with LFM on D2 (enriched in HFM).

The lower level of pro-inflammatory and innate immune response gene signaling in LFM compared to HFM pigs at D2 also fits with the concept of a different dynamic in blood response to infection between the two groups. If the LFM pigs responded more quickly to infection, as inferred from the D0 expression profile, then by D2 pro-inflammatory signaling levels could have been returning to a lower level, whereas the slower responding HFM gilts were still in the initial phase of infection response. Again, these results mirror those seen in the *Salmonella* model where a similar difference in the dynamics of the immune response to infection in low and high shedders was observed between D0 and D2 [53]. At D6, one possibility for the switch back to higher levels of IFN-γ signaling in LFM than HFM gilt blood is attributable to the generation of this cytokine by PRRSV-specific activated T cells. One of the most upregulated genes is CLNK, an adapter protein that functions in TCR signaling whose expression is dependent on sustained IL2 stimulation [54]. It is also notable that the ‘IL2-STAT5 signaling’ gene set, that controls T cell proliferation, was significantly associated with LFM at D6, but not at D0.

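CLNK, ENSSSCG00000022448, lies on the unplaced scaffold GL896531.2 of Sscrofa10.2 from 187337 to 248846. Its log2 CPM at D6 was 2.63 ± 1.11 (SD, n = 8) in LFM and 1.96 ± 0.606 in HFM gilts, a log2 fold change of 1.08 (standard error 0.447, p = 0.00636 from edgeR's exact test), and 6 of 8 LFM gilts lay above the HFM mean. LFM gilt 4 had a value of 5.05, while the other 15 gilts lay between 1.30 and 3.35. Without this gilt the log2 fold change was 0.33 (p = 0.311 from edgeR's exact test).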

Two other significant gene sets show the opposite oscillating pattern of gene expression to the interferon and inflammatory gene sets. Expression of the ‘MYC Targets v1’ and ‘E2F Targets’ gene sets are negatively correlated with LFM at D0 and D6, but positively correlated at D2 (Fig 5). Specific genes among these sets function in cell cycle signaling (*CCNB2*, *CCNE1*, *CDC25B*, *MYC*), DNA replication and recombination (*CDC45*, *PCNA*, *POLD2*, *RAD51AP1*), and cytokinesis (*AURKB*, *BUB3*, *CENPE*, *KIF22*). 

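Of the 12 genes named, MYC, POLD2 and BUB3 were not analysed here. Of the other 9, 0 passed the thresholds at any time-point, and 0 had an unadjusted p under 0.05 in edgeR's exact test. With the replicate number from the labels as a block, CDC25B at D2 had an unadjusted p of 0.0475 from edgeR's quasi-likelihood test. Its log2 fold change there was 0.25, under the fold change threshold. At D0, 8 of the 9 were lower in LFM gilts, with log2 fold changes down to -0.29 for RAD51AP1 (standard error 0.131, p = 0.17 from edgeR's exact test), and CDC25B was higher by 0.08. At D2 all 9 were higher, from 0.10 for AURKB (standard error 0.289) to 0.35 for CCNE1 (standard error 0.223, p = 0.092 from edgeR's exact test). At D6 all 9 were lower, from -0.08 for RAD51AP1 to -0.25 for AURKB (standard error 0.259). In fits without LFM gilt 4, AURKB, CENPE and KIF22 at D2 had -0.20, -0.005 and -0.03. In these fits CCNB2, CCNE1, CDC45 and RAD51AP1 at D6 had 0.03, 0.02, 0.02 and 0.03. The score of the 28 cell cycle genes from the paper's pathway tables differed by -0.0287 at D0, 0.213 at D2 and -0.234 at D6 (exact permutation test, two-sided, p = 0.792, 0.423 and 0.555, n = 8 gilts a group). Without LFM gilt 4 the differences were 0.0002 at D0, 0.0481 at D2 and 0.0243 at D6.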

The negative relationship between interferon and cell cycle signaling at D0 and D6 may be attributable to the cellular effects of interferon signaling, while the positive correlation between MYC and E2F signaling at D2 and the LFM phenotype could relate to T cell activation. Among the 105 genes that were upregulated in LFM gilts at D2 were a number of genes associated with T lymphocytes and T cell receptor signaling. These genes include plasma membrane proteins (*CD3D*, *CD8B*, *CD27*, *CD28*, *CTLA4*, *ICOS*, *LCK*, *TRBV19*), cytolytic enzymes (*GZMA*, *GZMB*, *GZMK*), and intracellular signal transduction components (*LAT*, *LEF1*, *SH2D1A*). 

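All 14 of these genes passed the thresholds at D2 and were higher in LFM gilts. GZMA differed most, with a log2 fold change of 1.42 (standard error 0.544, adjusted p = 0.128 from edgeR's exact test, 6 of 8 LFM gilts above the HFM mean), and LAT least, with 0.32 (standard error 0.212, adjusted p = 0.817, 7 of 8). The mean log2 CPM of GZMA was 5.01 in LFM and 4.18 in HFM gilts. All 14 also passed with the replicate number from the labels as a block. Without LFM gilt 4, 6 of the 14 passed, and GZMA had a log2 fold change of 0.70. The T Cell Receptor Signaling score at D2 was -0.759 ± 0.497 (SD, n = 8) in LFM and -1.32 ± 0.553 in HFM gilts. The difference was 0.564 (exact permutation test, two-sided, p = 0.0482, adjusted p = 0.693), and 8 of 8 LFM gilts lay above the HFM median. With gilts paired by replicate number the exact sign-flip p was 0.00781 (adjusted 0.141). Without LFM gilt 4 the difference was 0.399.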

As discussed previously, there is a general decline in lymphocyte numbers in all gilts at D2 compared to D0. T cell numbers were numerically greater in LFM than HFM gilts at D2, but not statistically different. However, the expression profile of LFM gilts does indicate a greater extent of T cell activation at D2. Many of the most upregulated genes are known to be specifically upregulated following T cell activation. This includes three members of the CD28 family of T cell membrane proteins: *CD28*, *CTLA4*, and *ICOS*. These proteins bind to B7 family proteins on antigen presenting cells and transmit co-stimulatory signals to the T cell. 

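CTLA4, ENSSSCG00000016122, on chromosome 15 of Sscrofa10.2 from 118627515 to 118633798, had a log2 CPM of 2.17 ± 0.952 (SD, n = 8) in LFM and 1.14 ± 0.261 in HFM gilts at D2. Its log2 fold change was 1.41 (standard error 0.349, adjusted p = 0.067 from edgeR's exact test). CD28 had 0.54 (standard error 0.226, adjusted p = 0.323 from edgeR's exact test) and ICOS 0.52 (standard error 0.209, adjusted p = 0.296). All 3 were higher in 8 of 8 LFM gilts than the HFM mean. LFM gilt 4 had the highest CTLA4 value, 4.21, with the other 15 gilts between 0.636 and 2.67. Without it the log2 fold changes of CTLA4, CD28 and ICOS were 0.83, 0.36 and 0.40, all past the thresholds.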

Transcription of all three molecules is upregulated following initial TCR engagement with the MHC complex, particularly *CTLA4* and *ICOS*, which are not found on the surface of resting CTL or T helper cells [55, 56]. Likewise, expression of the cytolytic granzyme genes is controlled by TCR activation [57]. Again, these results fit with the hypothesis that LFM gilts are capable of initiating faster immune responses to infection, with a more rapid innate response succeeded by an earlier T cell response. Specific T cell responses are considered weak in PRRSV infections compared to many other viral pathogens, but they likely contribute to the eventual clearance of the virus and are an essential component of vaccines that are at least moderately effective at preventing infection.

**Fig 5:**
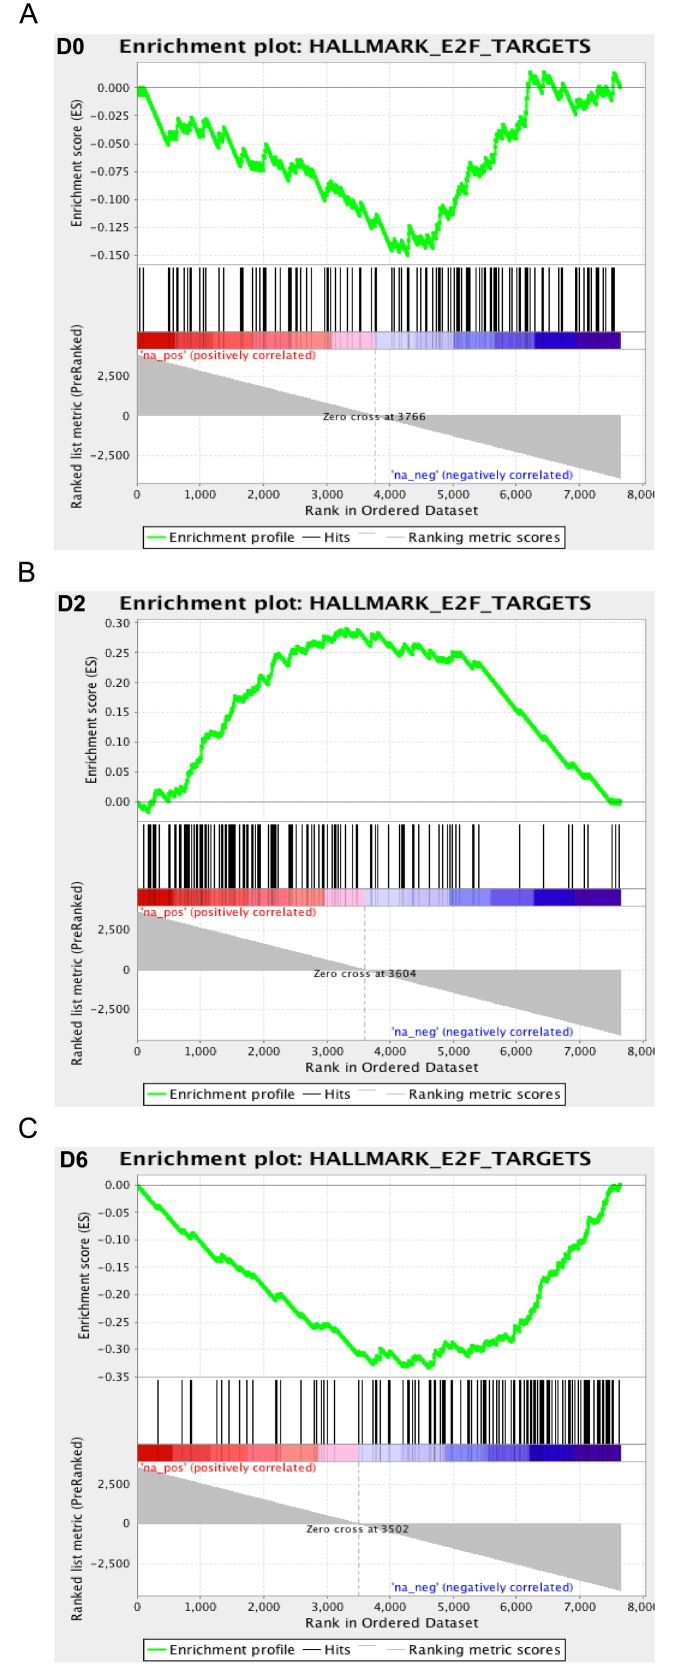
Temporal Expression Profile of E2F Target Gene Set in Gilts Exhibiting Low Fetal Mortality. Enrichment plots for the ‘E2F target’ gene set produced by Gene Set Enrichment Analysis of transcriptional data from the blood of low and high fetal mortality (LFM and HFM) groups at three time-points during PRRSV-infection: D0 (A), D2 (B), and D6 (C). E2F target gene expression is negatively correlated with LFM (enriched in HFM) at D0 and D6 and positively correlated with LFM on D2 (enriched in LFM).

Previously, using the complete set of PRRSV-inoculated gilts from the challenge experiment, we showed that absolute numbers of T helper cells during the first 6 days of infection reduced the odds of fetal death [6]. The positive association between T cell activation at D2 and fetal survival in this study supports a role for T cells in protecting against transplacental virus transmission. The relationship between gilt blood IFN-α response and fetal mortality rate appeared superficially to differ between the two analyses, with greater signaling at D0 being protective in this study and a risk factor for fetal death in the study of Ladinig *et al* [6]. Subtle differences in what was measured could be partly attributable. This study measured IFN-α pathway signaling at the gene level *in vivo*, whereas the negative correlation between IFN-α protein levels and fetal mortality in that study was obtained from *ex vivo* D0 blood cells following *in vitro* stimulation with PRRSV. In actuality, these assays were reporting on different properties of interferon signaling in cells from D0 blood. The measurement in whole blood in this study quantified basal differences in interferon pathways between LFM and HFM gilts prior to exposure to PRRSV, whereas results of the PBMC stimulation assay reported by Ladinig *et al*. [6] detected differences in the early response to the virus in cells that had not previously been exposed to PRRSV. It could be that a higher basal level of interferon signaling prior to infection results in a protective surge in innate immunity of short duration, whereas a slower and more prolonged activation of this pathway in response to *de novo* exposure to PRRSV is ultimately detrimental to fetal life. Interestingly, the cumulative levels of interferon-alpha released by *ex vivo* PRRSV-stimulated blood cells over a 19-day period were positively associated with odds of fetal death in the same study [6].

One limitation of this study is that it did not also profile gene expression at the maternal-fetal interface or in the fetal compartment of the reproductive tract of these gilts. Events at these sites are likely the most critically important in determining disease outcome for the fetus. PRRSV RNA in both the uterine endometrium and the fetus itself are very strong predictors of fetal mortality [6], and it has been postulated that PRRSV-induced damage to the placenta and its attachment to uterine epithelium are the primary cause of fetal death in reproductive PRRS [58]. Although the expression of multiple sets of immune genes in LFM gilt blood was associated with low viral load in the reproductive tract, this was not the case for other tissues tested, including for blood itself. Further research is required to determine how the detected changes in immune gene expression specifically contribute to the control of PRRSV replication in the uterus, but not in other gilt tissues.

In conclusion, these analyses have revealed for the first time detailed gene expression networks that underpin the early response to type 2 PRRSV infection in the blood of pregnant gilts. In particular, we provide evidence that PRRSV-induced apoptosis of bystander cells likely contributes to the leukopenia detected two days post-infection, and that the rebound in cell numbers observed by day 6 is at least partly due to leukocyte cell proliferation. Additionally, this study has found whole blood expression signatures in pregnant females that are associated with subsequent low levels of reproductive pathology. 

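Differences between the courses of LFM and HFM gilts were also tested directly. A test of the interaction between group and time-point, with the gilt as a block in edgeR's quasi-likelihood test, gave 0 of 10922 genes with an adjusted p under 0.05 and 272 at an unadjusted p under 0.05. Without the block these numbers were 0 and 158. DESeq2's Wald test, with the gilt nested in group, tested the 2 changes, D0 to D2 and D2 to D6, separately. Genes that passed for either numbered 0 and 904. More genes pass either of 2 tests by chance than 1 joint test, so 904 is not comparable with 272. Each gilt's change in score was compared between groups by an exact permutation test (two-sided, n = 8 gilts a group), for 6 lists and 2 changes. From D0 to D2 the Interferon Signaling score increased by 1.83 ± 0.516 (SD) in LFM and 2.22 ± 0.612 in HFM gilts (exact p = 0.197). The T Cell Receptor Signaling score changed by -1.38 ± 0.508 in LFM and -1.89 ± 0.455 in HFM gilts (exact p = 0.0413, adjusted p = 0.165). From D2 to D6 it changed by 1.09 ± 0.926 and 1.88 ± 0.463 (exact p = 0.0134, adjusted p = 0.16), and without LFM gilt 4 the difference in this change was -0.463 instead of -0.787. With gilts paired by the replicate number of the labels, whose same-day deviations correlated at a mean r of 0.224, the exact sign-flip p was 0.0156 for the Interferon Signaling change from D0 to D2, and 0.0156 and 0.00781 for the 2 T Cell Receptor Signaling changes, with an adjusted p of 0.0469 for each. From the higher expression of platelet and innate immune genes in LFM gilts at D0 and of T cell genes at D2, the paper reasons that these gilts progress faster to an adaptive immune response.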

Gilts with low fetal mortality had a greater basal expression of platelet, interferon pathway and other innate immune genes prior to infection that lead to a more rapid progression to an adaptive immune response. Although more work is needed to link these expression patterns to a mechanistic model of protection against transplacental virus transmission, these results could be the starting point for the development of biomarkers to select for gilts that would be likely to be more resilient to reproductive pathology in the event of gestational PRRSV infection.

## Supporting Information

S1 Appendix Time-course Differentially Expressed Gene Lists. Excel file of lists of differentially expressed genes across days for all 16 experimental gilts. 5 tabs.
(XLSX) Click here for additional data file.

S2 Appendix Significant Pathways from the Time-course Analysis. Excel file of lists of significant pathways enriched for differentially expressed genes across days (all 16 experimental gilts). 4 tabs.
(XLSX) Click here for additional data file.

S3 Appendix Differentially Expressed Genes between Fetal Mortality Groups. Excel file of lists of whole blood differentially expressed genes for comparison of low and high fetal mortality groups. 

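For 92 genes listed at D0, 568 at D2 and 161 at D6, the log2 fold changes recomputed from the deposited counts had the same sign as the paper's in all cases, and 91, 524 and 153 of them passed the thresholds. The median difference from the paper's log2 fold change was 0.00817 at D0, 0.0113 at D2 and 0.00249 at D6.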

10 tabs.
(XLSX) Click here for additional data file.

S4 Appendix Significant Gene Sets from the Fetal Mortality Group Analysis. Excel file of lists of gene sets whose expression positively or negatively correlates with low fetal mortality. 3 tabs.
(XLSX) Click here for additional data file.

S1 Fig Selection of Low and High Fetal Mortality Groups. Scatter plot of % dead fetuses against mean PRRSV RNA concentration (log_10_ copies/mg) in fetal thymus for all litters from PRRSV-challenged gilts. Gilts selected for the low fetal mortality group (LFM, green circles) and high fetal mortality group (HFM, red squares) are shown together with non-selected gilts (NS, black triangles). Dashed lines indicate mean values.
(PDF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

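Whole blood of 16 pregnant gilts infected with PRRSV, 8 with low (LFM) and 8 with high (HFM) fetal mortality, was sequenced at D0, D2 and D6, giving 48 libraries. The authors aligned the reads with TopHat to Sscrofa10.2 and counted them per Ensembl gene with htseq-count, and they deposited the raw count of each of 25322 genes, with further lines for reads that were not on a gene, ambiguous, not unique or not aligned. These counts were used without change. Groups, days and replicate numbers were taken from the labels of the deposited samples. The extraction text deposited with the libraries names fetal thymus and endometrium, while their source name and the paper give gilt whole blood. The libraries were taken as whole blood. The labels also give cut-offs of fetal mortality for the groups that differ from the paper's ranges.

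Between 5703760 and 19929183 reads per library were counted on genes (median 13125227). No library was a copy of another by a comparison of all pairs within each group and day. A gene with fewer than 1 CPM in 8 or more of the 48 libraries was removed, which kept 10922 genes. Counts were normalized with TMM factors and tested with the exact test of edgeR 4.0.16 in R 4.3.3, with the same method of dispersion estimation as the paper. For the time contrasts the thresholds were a fold change above 1.5 and a Benjamini-Hochberg adjusted p under 0.05. For LFM against HFM gilts they were a fold change above 1.2 and an unadjusted p under 0.05. The interaction between group and day was tested with edgeR's quasi-likelihood test with the gilt as a block.

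Log2 CPM values were computed with a prior count of 2. A score of a gene list is the mean of its genes' log2 CPM after scaling each gene to mean 0 and SD 1 over the 48 libraries. The lists were copied from the paper's supplementary pathway tables. Scores of 8 LFM and 8 HFM gilts were compared by exact permutation over all assignments of the gilts, and correlations were tested with 100000 permutations. Lists were also tested by permuting genes 1000 times, on an enrichment score over genes ranked by p and direction. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

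Genes were named by a rule set before the data were examined. For each list in a sentence of the results, these are the genes with the largest and the smallest change and those not past the thresholds. To these were added the genes of Table 1, the genes that a sentence discusses alone, and the 3 genes with the smallest p in each contrast. Gene names come from the paper's supplementary tables and from synonyms in a RefSeq table, and 2074 of the tested genes have a name in the supplementary tables. TLR9, SLA-1, SLA-3, CII2A, SLA-DMA, SLA-DMB, SLA-DOA, SLA-DQB, SLA-DRA1, SLA-DRB1, CDC7, MYC, POLD2 and BUB3 have no identifier there and were not analysed here. The Hallmark gene sets and the Ingenuity knowledge base were not used here.

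The alternatives tried were edgeR's quasi-likelihood test with and without a block on the replicate number, the Wald test of DESeq2 1.42.0, RLE factors, another reading of the filter on low counts, no filter, dispersions from the libraries of the contrast alone, no fold change threshold, an adjusted p for LFM against HFM gilts, and leaving out the 20 genes with the highest counts. For scores they were the median over genes, RLE factors, a prior count of 0.5 and pairing by replicate number. Each gilt was also left out in turn for results that compare the groups. Added after seeing the data were a filter that requires more than 1 CPM in all 48 libraries, fits without the library of HFM gilt 7 at D6, and fits of the time contrasts and named genes without LFM gilt 4.

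The steps were tested on simulated data with 200 changed genes. The exact test recovered 85.5% of them between D2 and D0 and 62.5% between LFM and HFM gilts, and the interaction test recovered 41% of them. Counts from other ways of splitting the gilts came from 100 splits for each contrast and 50 for the interaction.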

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

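The tests on LFM gilt 4, on ribosomal RNA in LFM libraries, on the changes in score and on the 3 genes at D2 were chosen only after these results had been seen.

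In 20 of 132 groups of 8 gilts a value lay far from the other 7 by Dixon's ratio of its gap to the range, where 6.6 groups would be expected by chance. LFM gilt 4 accounts for 10 of the 20 and HFM gilt 8 for 5. For LFM gilt 4 the ratios were 0.664 at D2 and 0.714 at D6 for the T Cell Receptor Signaling score, and at D6 0.599 for Death Receptor Signaling, 0.596 for EIF2 Signaling and 0.583 for cell cycle genes. For single genes they were 0.822 for CTLA4 at D6, 0.672 for TNFSF10 at D6, 0.646 for CXCL10 at D2 and 0.533 for CD28 at D2. Its share of reads outside genes at D2 had a ratio of 0.556.

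The D2 library of LFM gilt 4 correlated with the mean of the D6 libraries of the other gilts (r = 0.504) and not with that of D2 (r = -0.277). Its D6 library correlated with the D2 mean (r = 0.636) and not with that of D6 (r = -0.361). A candidate explanation is that the D2 and D6 libraries of this gilt were exchanged, and both of its 2 later libraries lay nearest to the other day. The mean of the 2 correlated with the gilt's own D0 library at r = 0.753, the highest of the 16 gilts, but a single library from another gilt is not ruled out by that. In 0 of the 2 cases was the total the lowest or highest of its group and day, which does not test whether depth shifts the profile. CTLA4, ICOS, CLNK, GZMB, CCNB2, MX1 and CXCL10 in its D2 library lay within the range of the other 15 gilts at D6. In its D6 library these genes lay within the range of those gilts at D2. A different course of infection in this gilt would have to give both patterns, along with the correlation of 0.504. No test here excludes such a course, and no fit with the 2 labels exchanged was made. The labels were kept as deposited.

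Without LFM gilt 4 the Interferon Signaling difference between groups was -0.0856 at D2 (-0.271 with it) and 0.0116 at D6 (0.129 with it). The T Cell Receptor Signaling difference was 0.399 at D2 (0.564 with it) and -0.0637 at D6 (-0.223 with it). The log2 fold change of CLNK at D6 was 0.33, against 1.08 with this gilt. Of the 14 T lymphocyte genes at D2, 6 passed the thresholds without this gilt. The Interferon Signaling differences on both days, the T Cell Receptor Signaling and CLNK differences at D6 and the number of T lymphocyte genes at D2 may thus rest largely on this gilt, while the T Cell Receptor Signaling difference at D2 was 0.399.

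HFM gilt 8 lay apart for the Interferon Signaling score at D6 (ratio 0.638), Death Receptor Signaling at D0 (0.599) and D6 (0.561), T Cell Receptor Signaling at D6 (0.56) and TNF at D6 (0.676). Its D6 library also lay nearer to the D2 mean (r = 0.205) than to the D6 mean (r = 0.0446), as that of LFM gilt 4 did, while its D2 library lay nearest to D2 (r = 0.798). LFM gilt 2 lay apart for PF4 at D0 (0.531). For the share of counts on the 20 highest genes, HFM gilt 5 at D0 (0.556) and LFM gilt 5 at D2 (0.598) lay apart. No other explanation, technical or biological, was tested for these.

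For the share of reads outside genes, among reads on a gene, outside genes or ambiguous, HFM gilt 7 at D6 (ratio 0.914) and LFM gilt 1 at D6 (0.784) also lay apart. RNA5-8S5 reached a CPM of 31490 in the library of HFM gilt 7, 2050 in that of LFM gilt 1 and 659 in that of LFM gilt 4 at D2, so ribosomal RNA left in the library is a candidate explanation for the first 2. For LFM gilt 4 this cannot be told, since HFM gilt 6 at D6 had a higher CPM, 692, with 25.1% of these reads outside genes, against 30.7% in LFM gilt 4. The highest correlation of the HFM gilt 7 library with a library of another gilt was 0.42, and with its own D0 library 0.386, so a mislabelled sample cannot be told apart. Without this library 187 genes passed the thresholds between LFM and HFM gilts at D6, as many as with it, and the log2 fold change of RNA5-8S5 was 0.77 instead of -3.97. No biological explanation was tested for these shares.

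The change in score differed between groups at an unadjusted exact permutation p for EIF2 Signaling from D2 to D6 (difference -0.773, p = 0.0402), and for T Cell Receptor Signaling from D0 to D2 (0.518, p = 0.0413) and from D2 to D6 (-0.787, p = 0.0134). Each held for 8 of 8 LFM gilts against the HFM median, and the adjusted permutation p-values were 0.165, 0.165 and 0.16. Adjusted for depth the exact p-values were 0.044, 0.00559 and 0.023, and with RLE factors 0.0326, 0.0315 and 0.00948. The differences adjusted for depth were -0.762, 0.653 and -0.716. For EIF2 Signaling the adjustment hardly moved the difference, so it had little to correct there. RLE factors are a scaling much like TMM, so they do not test normalization in general. The adjustment for depth also brought 4 other changes from D0 to D2 under an unadjusted p of 0.05, from 0.197 to 0.035 for Interferon Signaling, 0.137 to 0.014 for TREM1 Signaling, 0.237 to 0.0476 for Death Receptor Signaling and 0.267 to 0.00777 for EIF2 Signaling (exact permutation, without correction for the number of tests). The change in depth itself did not differ between groups from D0 to D2 (exact p = 0.282). Without LFM gilt 4 the differences were -0.448, 0.354 and -0.463. The first T Cell Receptor Signaling change is itself a smaller fall of T cell transcripts at D2 in LFM gilts, and no biological explanation for it was tested. The differences from D2 to D6 were smaller without this gilt, and how far they rest on it was not tested further.

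Among genes the paper does not discuss, ENSSSCG00000004158, THBD and PRNP were lower in LFM gilts at D2, with adjusted p-values from edgeR of 0.0265, 0.0411 and 0.0411. They were below the HFM mean in 8, 8 and 7 of 8 LFM gilts. With the replicate number as a block their adjusted p-values from edgeR's quasi-likelihood test were 0.289, 0.296 and 0.363. Exact permutation over gilts gave p = 0.109, 0.0943 and 0.224, and the highest HFM gilt had a log2 CPM of 8.16, 8.15 and 6.63 where the HFM medians were 4.70, 5.78 and 2.42. A few HFM gilts with high values are a candidate explanation. No biological explanation was tested. At least 3 genes passed the adjusted p in 28 of 100 splits of the gilts.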

How the results depend on the processing

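The fits without LFM gilt 4 for time contrasts and named genes, without the library of HFM gilt 7 at D6, and with more than 1 CPM required in all 48 libraries were chosen only after the results had been seen.

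For the 182 pairs of named gene and contrast, the alternatives set at the start gave 1456 results, of which 1427 kept their direction and their side of the threshold, 11 were weaker, 9 stronger and 9 reversed. Without the filter on low counts the number of genes past the thresholds went from 2270 to 3469 between D2 and D0, from 1843 to 2811 between D6 and D2, from 114 to 290 between groups at D0 and from 187 to 402 at D6. Without a fold change threshold it was 5771 and 4909 for the 2 time contrasts and 3583 for both. With dispersions from the libraries of the contrast alone it was 183 at D0 and 377 at D2 (596 with all libraries). With the replicate number as a block it was 187 at D0, and 32 genes instead of 19 were upregulated in LFM gilts at all time-points. With an adjusted p under 0.05 it was 0 at D0, 3 at D2, 0 at D6 and 0 at all time-points, where the counts at an unadjusted p under 0.05 were 118, 632 and 192 on the 3 days. The cause was not tested.

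Across the 16 fits that each left out 1 gilt, the number was from 81 to 231 at D0, from 256 to 948 at D2, from 144 to 300 at D6 and from 11 to 27 at all time-points. With an adjusted p under 0.05 it was from 0 to 63 at D2. The score difference for EIF2 Signaling at D0 was from -0.223 to 0.115, for T Cell Receptor Signaling from -0.00372 to 0.0881 at D0 and from 0.399 to 0.71 at D2, and for cell cycle genes from -0.0819 to 0.019 at D0 and from -0.393 to 0.0243 at D6. The difference in change was from -0.919 to -0.448 for EIF2 Signaling from D2 to D6, and for T Cell Receptor Signaling from 0.354 to 0.621 from D0 to D2 and from -0.914 to -0.463 from D2 to D6. With the median over genes the difference at D0 was -0.0093 for EIF2 Signaling (0.00837 with the mean) and -0.0636 for T Cell Receptor Signaling (0.046 with the mean).

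With LFM and HFM gilts paired by replicate number, 4 differences in change had an adjusted exact sign-flip p of 0.0469: -0.385 for Interferon Signaling from D0 to D2, -0.773 for EIF2 Signaling from D2 to D6, and 0.518 and -0.787 for T Cell Receptor Signaling from D0 to D2 and from D2 to D6. At D2 the scores of gilts with the same number correlated for EIF2 Signaling (r = 0.87, exact permutation p = 0.00595, adjusted p = 0.077) and T Cell Receptor Signaling (r = 0.841, exact permutation p = 0.00856, adjusted p = 0.077), and pairing removes variation that the gilts of a pair share.

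RSAD2 at D2 (0.0030) was reversed with the replicate block (-0.0933), DESeq2 (-0.0056), RLE factors (-0.00559), the libraries of the contrast alone (-0.00729) and 1 CPM in all 48 libraries (-0.00324). RELB at D6 (0.0004) was reversed with DESeq2 (-0.00507), RLE factors (-0.00491), no filter (-0.00186), the libraries of the contrast alone (-0.0097), the 20 highest genes left out (-0.000104) and 1 CPM in all 48 libraries (-0.00217). Without LFM replicate 4, reversed log2 fold changes were, at D2, CXCL10 0.0159, TNFSF10 0.0909, AURKB -0.197, CENPE -0.00483 and KIF22 -0.0318, and at D6, RELB -0.0618, ISG15 -0.0309, CCL4 -0.211, NOD1 -0.0722, CD14 -0.0152, NFKBIE -0.00904, RELA -0.0073, RAD51AP1 0.029, CCNB2 0.0295, CCNE1 0.0182 and CDC45 0.023. The cause was not tested.

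Thinning all libraries to the smallest total did not lower the numbers of genes between groups (134, 617 and 194 on the 3 days against 114, 596 and 187). On simulated counts of these library sizes and 8 gilts a group, the exact test recovered 62.5% of the changed genes between groups and the interaction test 41%, and other depths were not simulated. The simulation was simpler than the data, without effects of gilts, so it does not give the power of these comparisons.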

Differences from the paper's values

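No test in this part was chosen after the result was seen, apart from the filter named so in the text.

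At D0 the paper gives 13 genes downregulated in LFM gilts, and 21 passed the thresholds here. None of the processing alternatives set before the data were examined closed the gap. They gave 20 and 58 (quasi-likelihood test without and with the block), 28 (DESeq2), 21 (RLE factors), 34 (the other reading of the filter), 94 (no filter), 40 (only the libraries of the contrast) and 23 (20 highest genes left out). Leaving out each gilt in turn gave from 19 (without LFM gilt 8) to 45 (without HFM gilt 8). Requiring more than 1 CPM in all 48 libraries, a filter chosen after seeing the values, gave 13. The reading of the paper's filter on low counts is thus a candidate explanation for this gap.

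At D2 the paper gives 105 upregulated genes in LFM gilts in one sentence, and 169 passed here. Of the alternatives set before the data were examined, RLE factors (156) and only the libraries of the contrast (75) came within 1.5 times of the paper's number, and the quasi-likelihood test without (187) and with the block (271), DESeq2 (182), the other reading of the filter (223), no filter (327) and leaving out the 20 highest genes (173) did not. The filter chosen after seeing the values gave 135, which is the number the paper gives in another sentence.

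With that filter, chosen after seeing the values, the other counts were 1949 between D2 and D0 (the paper's 1954), 1586 between D6 and D2 (the paper's 1592), 1096 in both (the paper's 1098), 79 upregulated at D0 (the paper's 79), 433 downregulated at D2 (the paper's 433), 108 upregulated and 52 downregulated at D6 (the paper's 108 and 53), and 15 upregulated at all time-points.

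The paper describes the interferon and inflammation genes it names as higher in LFM gilts at D0. For NFKBIE, RELA and RELB the log2 fold changes were -0.08 (standard error 0.0835), -0.02 (0.0722) and -0.10 (0.0876), which edgeR's exact test does not tell from 0 (p = 0.622, 0.903 and 0.452).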

Other observations

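The tests on platelet markers, on gilts with the same replicate number and on splits with the replicate block were chosen only after the results had been seen.

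Gilts were split into 2 groups of 8 in 100 ways, the real split included, each with 1 gilt of every replicate number per group, so that all splits part the same-numbered gilts as the real one does and differ in which gilts of a pair change sides. As many genes passed the thresholds in 72 of 100 splits at D0, 15 at D2 and 32 at D6. With the replicate number as a block it was 79, 16 and 38. The numbers of genes on single days thus cannot be told apart from those of other splits. As many genes upregulated at all time-points were found in 3 of 100 splits, and in 4 with the block. The count for all time-points takes the larger of the 2 directions in each split. For the time contrasts the days were exchanged within each gilt in 100 ways, and these gave as many genes in 1 case, the real one, for D2 against D0, in 1 for D6 against D2 and in 1 for both. The interaction had 0 genes with an adjusted p under 0.05 and 272 at an unadjusted p under 0.05 in edgeR's test with the gilt as a block. The Wald test of DESeq2 gave 0 and 904, counting a gene that passed for either of 2 separate changes, so 904 is not comparable with 272. A count of 0 is reached by 50 of 50 splits whatever the data show, so that comparison is not informative, and 1 split gave 3 genes past the adjusted p. At the unadjusted p 17 of 50 splits had as many genes as the real one.

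After thinning all libraries to the smallest total, the genes past the thresholds between groups were 134 at D0, 617 at D2 and 194 at D6. With the 20 highest genes left out they were 118, 604 and 190. Neither step lowered the numbers. Totals did not differ between groups on any day (exact permutation p = 0.304, 0.79 and 0.364), nor did the share of the 20 genes (0.576, 0.681 and 0.355). The steps thus had little difference between groups to remove, so no conclusion on depth or abundant genes is drawn. No biological explanation was tested.

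Genes of a list vary together between gilts of a group. The mean correlation between pairs of genes of the Interferon Signaling list at D2 was 0.861, while the highest of 1000 random lists was 0.344. This may be why 17 of 18 pairs of list and day passed when genes were permuted and 0 when gilts were, with 1 at an unadjusted p under 0.05. The statistics also differed, an enrichment score for genes and a difference in mean score for gilts. Without LFM gilt 4, 14 of 18 passed when genes were permuted. With gilts paired by replicate number, 2 of 18 had an adjusted p under 0.25.

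More platelet RNA in the blood of LFM gilts is a candidate explanation for the genes of Table 1. The score of 6 other platelet genes (GP1BA, GP1BB, SELP, TREML1, F13A1 and CD9) was higher in LFM gilts by 0.477 at D0, 0.367 at D2 and 0.65 at D6 (exact permutation p = 0.0813, 0.278 and 0.0208). It correlated with the 7 platelet genes of Table 1 within groups at D0 (r = 0.924, permutation p = 1e-05, the smallest the permutations can give). On D0 and D2 the difference in markers could not be told from chance.

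LFM and HFM gilts with the same replicate number deviated together. Of 40320 assignments of the numbers, 1 had as high a mean correlation, the real one (0.224, permutation p = 2.48e-05). Library totals (exact p = 0.709) and the share of the 20 highest genes (exact p = 0.338) did not follow the number, while TMM factors did (r = 0.532, exact p = 0.00357). At D0 alone the exact p was 0.195, against 2.48e-05 at D2 and 0.00308 at D6. The numbers may follow a batch or an order of sampling that the labels do not give, which could not be tested.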
